# Case Series: Gene Expression Analysis in Canine Vogt-Koyanagi-Harada/Uveodermatologic Syndrome and Vitiligo Reveals Conserved Immunopathogenesis Pathways Between Dog and Human Autoimmune Pigmentary Disorders

**DOI:** 10.3389/fimmu.2020.590558

**Published:** 2020-12-15

**Authors:** Ista A. Egbeto, Colton J. Garelli, Cesar Piedra-Mora, Neil B. Wong, Clement N. David, Nicholas A. Robinson, Jillian M. Richmond

**Keywords:** vitiligo, Vogt-Koyanagi-Harada disease, immunopathogenesis, transcriptomics, comparative immunology, canine (dog)

## Abstract

Vogt-Koyanagi-Harada syndrome (VKH) and vitiligo are autoimmune diseases that target melanocytes. VKH affects several organs such as the skin, hair follicle, eyes, ears, and meninges, whereas vitiligo is often limited to the skin and mucosa. Many studies have identified immune genes, pathways and cells that drive the pathogeneses of VKH and vitiligo, including interleukins, chemokines, cytotoxic T-cells, and other leukocytes. Here, we present case studies of 2 canines with VKH and 1 with vitiligo, which occurred spontaneously in client-owned companion dogs. We performed comparative transcriptomics and immunohistochemistry studies on lesional skin biopsies from these cases in order to determine if the immunopathogenesis of autoimmune responses against melanocytes are conserved. In dogs, we found enrichment of T cell gene signatures, with upregulation of IFNG, TNF, PRF1, IL15, CTSW, CXCL10, and CCL5 in both VKH and vitiligo in dogs compared to healthy controls. Similar findings were reported in humans, suggesting that these genes play a role in the pathogenesis of spontaneous VKH and vitiligo. T cell-associated genes, including FOXP3 and TBX21, were enriched, while IGFBP5, FOXO1, and PECAM1 were decreased compared to healthy controls. Further, we identified TGFB3, SFRP2, and CXCL7 as additional potential drivers of autoimmune pigmentary disorders. Future studies exploring the immunopathogenesis of spontaneous autoimmunity will expand our understanding of these disorders, and will be useful in developing targeted therapies, repurposing drugs for veterinary and human medicine, and predicting disease prognosis and treatment response.

## Introduction

Autoimmune pigmentary disorders include vitiligo and Vogt-Koyanagi-Harada (VKH) syndrome, which are caused by the destruction of melanocytes (1, 2). These diseases are mediated by T-cells that target melanocyte self-antigens, including tyrosinase, tyrosinase-related proteins 1 & 2 (TRP1/2), gp100/Pmel-17, and melan-a/MART-1 (3–9). Vitiligo is characterized by loss of melanocytes in the skin and mucosa (1). VKH is more extensive and includes the skin, mucosa, eyes, ears, and meninges, resulting in chronic uveitis, alopecia, vitiligo, poliosis, and irritation of the meninges (10). The current hypothesis in the field is that VKH represents an exacerbated reaction by melanocytes and their precursors as compared to vitiligo.

VKH is usually manifested during the third decade of life and is present in all ethnic groups across the world. The prevalence is higher in groups with darker skin tones and in Asians (11). VKH syndrome is thought to be associated with HLA-DRB1*0405 (12), and polymorphisms in immune genes (13). Patients often present with bilateral uveitis that is often preceded by a mild prodromal illness, along with auditory and neurological symptoms. Isolated ocular involvement in the initial phases of the disease is also common. The choroid is the primary site of inflammation, with the iris and ciliary body also affected. VKH syndrome is classified into three different categories:

1. Complete VKH- vitiligo is associated with complete VKH. Manifestations of complete VKH includes diffuse choroiditis affecting the eyes bilaterally and causing retinal detachments. Other signs include tinnitus, alopecia, neck stiffness, poliosis, and vitiligo.
2. Incomplete VKH- these patients present with similar ocular symptoms as patients with complete VKH, but they do not have both neurological and skin symptoms.
3. Probable VKH- these patients have similar ocular symptoms as patients with VKH, and they tend to have neurologic and auditory manifestations or dermatologic signs, but not both (10).

Several cytokines and chemokines contribute to the development of vitiligo and VKH, including type 1 responses (IFNγ, CXCL9/10/11, IL-12, TNF) type 17 responses (IL-17, CCL20, IL-23) and IL-2, which supports T cell growth and survival (13–19). Some studies have demonstrated that patients with VKH that have vitiligo have a predominance of CD4+ T-cell lymphocytes and an imbalanced ratio of CD4+/CD8+ T-cells (10), though others have demonstrated a CD8+ cytotoxic T cell preponderance (15). These CD8+ T cells react to melanocyte antigens and exhibit markers of skin resident memory T cells (20, 21).

Vitiligo and VKH in canines share similar clinical characteristics with human vitiligo and VKH [reviewed in (22)]. Dogs that have VKH present similarly to humans with incomplete VKH, exhibiting panuveitis and bilateral retinal detachment. Here, we analyzed lesional skin tissue from two dogs with VKH and one dog with vitiligo who presented to community veterinary clinics and were biopsied for diagnostic purposes. We performed transcriptomic and immunohistochemistry analysis on lesional skin tissue to examine features of immunopathogenesis of pigmentary disorders that are conserved during spontaneous disease in dogs versus humans. Our findings support the IFNγ-CXCR3 axis as a prominent feature in canine autoimmune pigmentary disorders. We also identified TGFB3, SFRP2 and CXCL7 as other potential drivers of immunopathogenesis.

## Case Presentations

### Case 1

A 2.5-year-old male Bernese Mountain dog that presented with a 6-month history of loss of pigmentation on his nose with periocular erythema, seborrhea, and crusts around eyes, on the nose, back, and tail. These symptoms were resolved with three months of steroid therapy. Two punch biopsies were performed, and histopathology revealed a lichenoid inflammation that multifocally obscured the dermo-epidermal junction (interface inflammation). The inflammation is predominantly composed of macrophages and fewer lymphocytes and plasma cells. There was significant pigmentary incontinence in the areas of inflammation with macrophages containing fine, dust-like, granular melanin pigment. The epidermis was moderately hyperplastic and hyperkeratotic. All the above findings were consistent with VKH-like syndrome.

### Case 2

A 4-year-old neutered male Siberian Husky dog that presented with a 2-month history of changes of pigmentation and pruritus of the nasal planum, muzzle, periocular skin, and oral mucous membranes. The dog developed blepharospasm, iridal color change, and pupillary miosis in the left eye. A punch biopsy in this dog revealed similar histopathological findings as in case 1 that were all consistent with VKH-like syndrome.

### Case 3

A 1.5-year-old, neutered male Rottweiler-Labrador mixed dog presented with 1-month history of pigment changes of the nose and haircoat. On physical examination the dog had bilaterally symmetrical areas of leukotrichia interspersed with pigmented (black) hair and no evidence of erythema, alopecia, or crusting. Histopathology patchy and sharply demarcated loss of melanocytes in the epidermis and follicular epithelium. Multifocally, the epidermis and follicular epithelium, particularly in samples from the planum nasale, there is a mild, perivascular lymphocytic infiltrate with frequent migration of lymphocytes into the epidermis. Some hair shafts contained minimal pigment. In light of the clinical and histopathological findings, a diagnosis of vitiligo was made.

## Results

### Gene Expression Analysis From Case Series Reveals Both New and Previously Identified Genes Relevant to Anti-Melanocyte Autoimmunity

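Of the 156 genes tested besides the housekeeping genes, 49 were higher and 19 lower in the VKH dogs than in the healthy dogs, and 88 did not pass the test. In the vitiligo dog 34 genes were higher and 4 lower than in the healthy dogs. The largest rises in VKH included chemokine and T cell genes, and the falls included IL6, a proinflammatory cytokine, and ADRB1, the beta-1 adrenergic receptor, with log2 fold changes of -4.53 (standard error 0.92, adjusted p = 0.00362) and -3.48 (standard error 0.77, adjusted p = 0.00531). ADRB1 was below background in both VKH dogs, and IL6 lay near it in VKH replicate 2, at 18 counts against 16.6. The sizes of these 2 falls are therefore not exact. Statistical significance of ADRB1 in VKH was lost with positive-control scaling, or with 1 dog left out, without VKH replicate 1 (adjusted p = 0.0504).
NanoString probes carry a fluorescent barcode that is counted on each hybridized RNA molecule without amplification. RNA came from fixed skin biopsies of 8 separate dogs, 2 with VKH, 1 with vitiligo and 5 healthy. All 3 cases were male, as were 2 of the 5 healthy dogs. The first VKH dog was 2.5 years old. The second is given as 4 years old in the paper and 2 in the sample labels, and the vitiligo dog as 1.5 and 1. The healthy dogs were 6 to 12 years old and were sampled at the leg, whereas the paper places the cases' biopsies at the nose. By the paper's methods the healthy skin came from amputated legs and the cases' skin from shave or punch biopsies. Age, body site and the way of sampling thus differ between the groups along with disease.
The 160 panel genes gave a total of 742667 and 616576 counts in the VKH dogs, 421915 in the vitiligo dog and 209889 to 675018 in the healthy dogs (median 336931). The 5 genes with the most counts took 71.7% and 79.7% of the other genes' counts in the VKH dogs. Background, taken as 2 SD above the mean of the 8 negative controls, lay between 16.6 and 27.8 counts, and 134 to 137 genes exceeded it in VKH against 99 to 144 in the healthy dogs. The 6 positive controls, spiked in at the same amount, summed to 68195 and 41870 counts in VKH and 58896 to 104905 in the healthy dogs.
The authors deposited raw counts, analysed them in nSolver and plotted the raw counts. Here the counts were scaled by the geometric mean of B2M, RPL13A, CCZ1 and HPRT and tested in edgeR with 1 estimate of the spread for all dogs, adjusted by Benjamini-Hochberg over the 156 genes at a threshold of 0.05. The single vitiligo dog was assumed to vary like the dogs of the other groups. Gene lists were tested with fry in its directional form, which asks whether the genes of a list shifted together in 1 direction. Lists whose genes moved in opposite directions can therefore miss the threshold although genes in them changed. Fry's mixed form, which allows both directions, gave adjusted p = 5.26e-08 in VKH for the CC chemokine list. It gave 0.0168 for the fibroblast and matrix list and 0.0381 for the basal and hyperproliferative keratinocyte list, but 0.591 for the melanocyte list. The p-value with an estimated correlation is from camera, which asks whether a list changed relative to the other genes tested. The p-values of fry and camera thus answer different questions. An exact permutation test, two-sided, cannot go below p = 0.0952 for 2 dogs against 5 or p = 0.0357 for 3 against 5.
B2M was higher in the cases, and the number of lower genes depended on the scaling. In VKH 63 genes were higher and 6 lower with B2M left out, 23 and 59 with the library total, 35 and 4 without scaling, 44 and 29 with TMM, 47 and 32 with median-of-ratios scaling and 39 and 2 with positive-control scaling, which was chosen after seeing the data. With DESeq2 the VKH counts were 48 and 31, and against the male controls alone 34 and 12. In vitiligo they numbered 51 and 1 with B2M left out, 21 and 5 with the library total, 19 and 1 without scaling, 23 and 5 with TMM, 7 and 2 with positive-control scaling and 33 and 9 with DESeq2. In VKH 39 genes were higher and 5 lower without VKH replicate 1, and 32 and 7 without VKH replicate 2. The median log2 fold change of all genes was -0.0078, against 0.57 with B2M left out, -0.87 with the library total, -0.34 with TMM, -0.25 with median-of-ratios scaling and 0.65 with positive-control scaling.

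**Figure D1:**
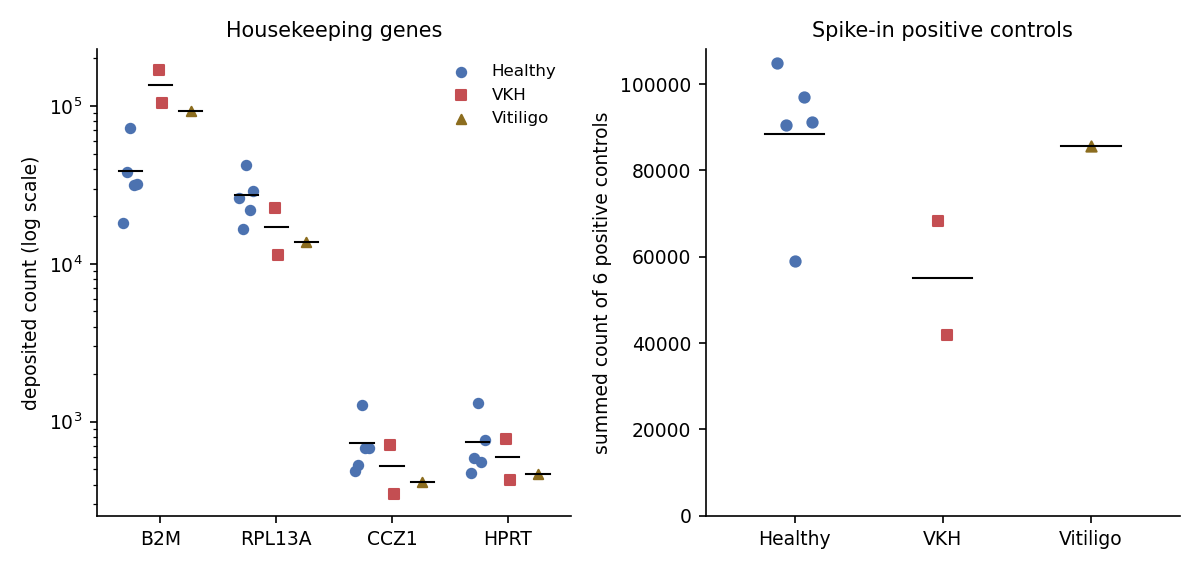
Deposited counts of the 4 housekeeping genes on a log axis (left) and summed counts of the 6 positive controls (right), with 1 symbol per dog and a line at each group mean. B2M lay at 167909 and 104033 counts in the VKH dogs and at 92886 in the vitiligo dog, above all 5 healthy dogs.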

RNA was extracted from two VKH cases, one vitiligo case, and five healthy control leg margins and was analyzed with a custom Nanostring probeset (H&E from cases presented in **Figure 1A**). Agglomerative clustering of the entire 160 codeset revealed that the three pigmentary disorder cases grouped together apart from healthy controls (**Figure S1**). 

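The 2 VKH dogs and the vitiligo dog formed 1 branch apart from the 5 healthy dogs over the 156 genes other than housekeeping. The mean Euclidean distance was 13.7 among the cases, 13.5 among the healthy dogs and 20.5 between them, on log2 scaled counts standardized per gene. The 2 VKH dogs were 13.7 apart, and they lay 13.1 and 14.2 from the vitiligo dog. With Pearson distance, genes not standardized, library-total or positive-control scaling the 2 VKH dogs were instead closer to each other than either was to the vitiligo dog (0.416 against 0.424 for the nearer one, 11.1 against 11.6 and 9.48 against 12.3, and nearly equal with the library total). With positive-control scaling the cases remained on 1 branch, but that branch lay within a wider one that held 4 of the healthy dogs.
Single genes showed the same division. All 3 cases lay above all 5 healthy dogs in 54 genes and below them in 17, whereas chance gives 3.57% of genes, or 5.57 of 156. They were 32 and 40 with the library total, 67 and 9 with B2M left out, 33 and 11 without scaling and 26 and 6 with positive-control scaling. In edgeR 57 genes were higher and 22 lower in the cases, against 67 and 9 with B2M left out of the scaling, 32 and 50 with the library total, 39 and 11 without scaling, 47 and 38 with TMM, 49 and 39 with median-of-ratios scaling and 39 and 4 with positive-control scaling. Tested against each other in edgeR, VKH and vitiligo differed in 0 genes higher and 1 lower in VKH, against 0 and 6 at an unadjusted p under 0.05, with 1 in all with DESeq2 and with limma, 5 with only the 2 groups in the fit, 2 with the library total, 2 with the low-count filter and 0 with positive-control scaling.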

To understand the biology of VKH and vitiligo in dogs, we performed more detailed analyses on subsets of genes based on known cellular functions. First, we examined genes related to skin and hair biology, as well as neuroendocrine function in the skin (see **Figure S2** for complete gene set analyses). 

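TYR, the rate-limiting enzyme of melanin synthesis, had a scaled count of 43.6 ± 33.2 (SD, n = 5 healthy dogs) in healthy skin, 13.1 ± 8.06 (SD, n = 2 VKH dogs) in VKH and 48.3 in the vitiligo dog. Its log2 fold change in VKH was -1.81 (standard error 0.78, adjusted p = 0.0791), and in vitiligo 0.12 (adjusted p = 0.927). TYR was below background in both VKH dogs and in healthy replicates 1 and 2, so the size of its change in VKH is not exact. It passed in VKH with scaling by the library total, with median-of-ratios scaling, with DESeq2 and without healthy replicate 2. IGFBP5, an insulin-like growth factor binding protein, fell from 9545 ± 2923 (SD, n = 5 healthy dogs) to 3310.0 ± 142 (SD, n = 2 VKH dogs), a log2 fold change of -1.53 (standard error 0.43, adjusted p = 0.0177). FOXO1, a forkhead transcription factor, changed by -1.59 (standard error 0.34, adjusted p = 0.00468) in VKH and -1.68 (standard error 0.47, adjusted p = 0.025) in vitiligo, whereas the vitiligo value of IGFBP5 was -1.13 (adjusted p = 0.177). In both genes all 3 cases lay below all 5 healthy dogs (exact permutation test, two-sided, p = 0.0357).
None of the 4 measured melanocyte genes (TYR, DCT, KIT and MC1R) passed the test, although KIT, like TYR, passed with scaling by the library total, and the mean log2 fold change was -0.64 (adjusted p = 0.455 from fry). The fibroblast and matrix list held 4 measured genes, of which 1 was higher, 2 were lower and 1 did not pass the test (1 higher and 2 lower when adjusted over the list alone), and its mean log2 fold change was 0.18 (adjusted p = 0.638 from fry). Its median log2 fold change was -1.27, opposite in sign to the mean, which the rise of SFRP2 carried. The adipocyte list held 2 measured genes, of which 0 were higher, 1 was lower and 1 did not pass the test (0 higher and 2 lower when adjusted over the list alone), and its mean log2 fold change was -1.64 (adjusted p = 0.0352 from fry, adjusted p = 0.661 with an estimated correlation). The paper names 2 of these 2 adipocyte genes and 3 of the 4 fibroblast genes for these dogs, so neither list is independent evidence.
Significance in VKH did not hold without scaling and with positive-control scaling for IGFBP5, FOXO1 and the adipocyte list, and with B2M left out of the scaling for IGFBP5 and the adipocyte list, and against the male controls alone for the adipocyte list, or with 1 dog left out, without VKH replicate 1 (IGFBP5, adjusted p = 0.0976, FOXO1, adjusted p = 0.0505, the adipocyte list, adjusted p = 0.182), without VKH replicate 2 (IGFBP5, adjusted p = 0.102, the adipocyte list, adjusted p = 0.126), without healthy replicate 1 (the adipocyte list, adjusted p = 0.0752), without healthy replicate 2 (the adipocyte list, adjusted p = 0.0801), without healthy replicate 4 (the adipocyte list, adjusted p = 0.0675) and without healthy replicate 5 (the adipocyte list, adjusted p = 0.0574). The threshold of FOXO1 in vitiligo was missed without scaling, with B2M left out of the scaling, with positive-control scaling and against the male controls alone, or with 1 dog left out, without healthy replicate 4 (adjusted p = 0.0596).

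**Figure D2:**
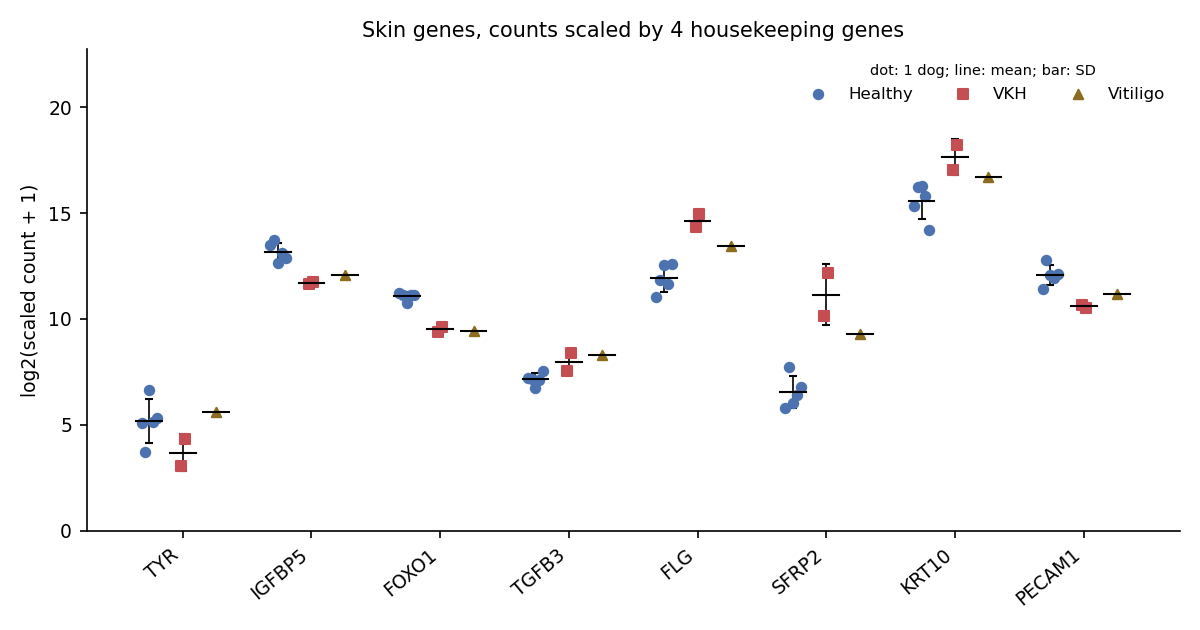
Scaled counts of 8 skin genes as log2(count + 1), with 1 symbol per dog and a line and bar for the mean and SD of each group. IGFBP5, FOXO1 and PECAM1 lie lower and FLG, SFRP2 and KRT10 higher in both VKH dogs than in all healthy dogs, whereas TYR overlaps between the groups.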

Tyrosinase (TYR) transcript was expressed in the healthy controls and the vitiligo case, while the mean trended lower in the VKH cases but showed no statistical difference from controls (**Figure 1B**).IGFBP5, which is known to mediate fibrosis (23), and FOXO1, which is associated with adipogenesis (24), were significantly downregulated in lesional skin (**Figure 1B**). These genes have not previously been associated with vitiligo or VKH, thus their functions in disease warrant further investigation. 

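TGFB3 had a scaled count of 144 ± 28.4 (SD, n = 5 healthy dogs) in healthy skin, 259 ± 100.3 (SD, n = 2 VKH dogs) in VKH and 309 in the vitiligo dog. All 3 cases lay above all 5 healthy dogs (exact permutation test, two-sided, p = 0.0357). The log2 fold change was 0.84 (standard error 0.34, adjusted p = 0.0661) in VKH, 1.10 (standard error 0.42, adjusted p = 0.0882) in vitiligo and 0.93 (standard error 0.29, adjusted p = 0.0214) in the 3 cases together. TGFB1 and TGFB2 had values of -0.29 (adjusted p = 0.487) and 0.20 (adjusted p = 0.619) in VKH. The TGF-beta family list of 3 genes, all named by the paper for these dogs and so not independent evidence, had 0 higher and 0 lower (0 and 0 adjusted over the list alone) and a mean log2 fold change of 0.25 (adjusted p = 0.21 from fry). With B2M left out of the scaling TGFB3 passed in VKH, at 1.46 (adjusted p = 0.00467), and in vitiligo, at 1.64 (adjusted p = 0.0114). TGFB3 passed in VKH with B2M left out of the scaling, without VKH replicate 1 and without healthy replicate 5, TGFB1 with scaling by the library total, and the TGF-beta family list with B2M left out of the scaling, and other settings ended significance of TGFB3 in the 3 cases, without scaling, with scaling by the library total, with TMM, with median-of-ratios scaling, with positive-control scaling and against the male controls alone, or with 1 dog left out, without VKH replicate 2 (adjusted p = 0.0836) and without vitiligo replicate 1 (adjusted p = 0.0663).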

TGFB3, a growth factor and immune modulator, was significantly upregulated in both VKH and vitiligo (**Figure 1B**). 

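FLG, which encodes profilaggrin of the cornified epidermis, rose from a scaled count of 4225 ± 1801 (SD, n = 5 healthy dogs) to 26086 ± 7766 (SD, n = 2 VKH dogs), a log2 fold change of 2.63 (standard error 0.45, adjusted p = 0.00139). Its count in the vitiligo dog was 11255, a log2 fold change of 1.41 (adjusted p = 0.111), which passed with B2M left out of the scaling, at 1.94 (adjusted p = 0.0295). SFRP2, which binds WNT ligands, rose from 105 ± 63.7 (SD, n = 5 healthy dogs) to 2858 ± 2459.5 (SD, n = 2 VKH dogs), a log2 fold change of 4.77 (standard error 0.61, adjusted p = 0.000271), and was higher in vitiligo too, with 2.57 (standard error 0.71, adjusted p = 0.0244). Tested against each other, VKH and vitiligo differed by 1.21 (adjusted p = 0.865) in FLG and 2.20 (adjusted p = 0.723) in SFRP2. A fit of only these 2 groups also gave 2.20 for SFRP2. It held 3 dogs, and its spread rested on the 2 VKH dogs, whose scaled SFRP2 counts were 1119 and 4597. It therefore cannot show a difference between the diseases.
The epidermal differentiation list held 5 measured genes, of which 3 were higher, 0 were lower and 2 did not pass the test (3 higher and 0 lower when adjusted over the list alone), and its mean log2 fold change was 1.59 (adjusted p = 0.00586 from fry, adjusted p = 0.661 with an estimated correlation). Its higher genes were FLG, KRT1 and KRT10, and 4 of its 5 genes are named by the paper for these dogs, so it is not independent evidence. The WNT regulators list held 2 measured genes, of which 1 was higher, 0 were lower and 1 did not pass the test (1 higher and 0 lower when adjusted over the list alone), and its mean log2 fold change was 1.99 (adjusted p = 0.137 from fry), and both genes are named by the paper. The WNT regulators list passed in VKH without VKH replicate 1. Among the alternatives, significance of SFRP2 in vitiligo was lost with TMM, with median-of-ratios scaling, with positive-control scaling and against the male controls alone. The differences in VKH were no longer significant without scaling and against the male controls alone for KRT1 and the epidermal differentiation list, and with scaling by the library total for KRT1, and with positive-control scaling for the epidermal differentiation list, or with 1 dog left out, without VKH replicate 1 (KRT1, adjusted p = 0.0505) and without VKH replicate 2 (KRT1, adjusted p = 0.12).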

Profilaggrin (gene name FLG), a protein hormone that promotes hair growth, and SFRP2, a soluble regulator of WNT signaling, were significantly upregulated in VKH but not vitiligo (**Figure 1B**). WNT signaling has previously been reported to be disrupted in lesional vitiligo skin (25), though its role in VKH is still unclear. Other skin-relevant transcripts including involucrin (IVL), LORICRIN, EDA, EDAR, KIT, WIF1, DNMT1, RXRG, VDR, TGFB1/2, and DCT showed no statistical differences from controls (**Figure S2**). 

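In VKH the log2 fold change was 0.53 (adjusted p = 0.403) for involucrin, 0.88 (adjusted p = 0.105) for LORICRIN, -0.78 (adjusted p = 0.109) for EDA, -0.58 (adjusted p = 0.237) for EDAR and -0.31 (adjusted p = 0.43) for KIT. It was -0.78 (adjusted p = 0.336) for WIF1, -0.11 (adjusted p = 0.772) for DNMT1, -1.22 (adjusted p = 0.0661) for RXRG, -0.67 (adjusted p = 0.247) for VDR and -0.26 (adjusted p = 0.816) for DCT. None of these passed the test, which with 2 VKH dogs recovered few simulated changes of 2-fold. EDA lay lower in all 3 cases than in every healthy dog (exact permutation test, two-sided, p = 0.0357). The hair follicle and ectodermal signalling list held 4 measured genes, of which 0 were higher, 0 were lower and 4 did not pass the test (0 higher and 0 lower when adjusted over the list alone), and its mean log2 fold change was -0.81 (adjusted p = 0.127 from fry), and all its genes are named by the paper. In the basal and hyperproliferative keratinocyte list 0 of 4 genes were higher and 1 was lower (0 and 1 adjusted over the list alone), with a mean log2 fold change of -0.52 (adjusted p = 0.21 from fry). The basal keratins KRT5 and KRT14 had values of 0.12 (adjusted p = 0.847) and 0.57 (adjusted p = 0.321). LORICRIN passed in VKH with B2M left out of the scaling, WIF1 with scaling by the library total and without VKH replicate 2, RXRG with scaling by the library total, with TMM, with median-of-ratios scaling, with DESeq2 and without healthy replicate 2, EDA and the basal and hyperproliferative keratinocyte list with scaling by the library total, with TMM and with median-of-ratios scaling, EDAR and KIT with scaling by the library total, and the hair follicle and ectodermal signalling list with TMM, with median-of-ratios scaling and without healthy replicate 2.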

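CYP1B1, a cytochrome P450 enzyme, had a scaled count of 2324 ± 974 (SD, n = 5 healthy dogs) in healthy skin, 1055 ± 299.9 (SD, n = 2 VKH dogs) in VKH and 687 in the vitiligo dog. In the 3 cases together it fell by 1.32 on the log2 scale (standard error 0.39, adjusted p = 0.0178). For VKH alone the log2 fold change was -1.14 (standard error 0.46, adjusted p = 0.0675). Processing or single dogs ended significance of CYP1B1 in the 3 cases, without scaling, with B2M left out of the scaling and with positive-control scaling, or with 1 dog left out, without VKH replicate 1 (adjusted p = 0.0601) and without vitiligo replicate 1 (adjusted p = 0.0676). CYP1B1 passed in VKH with scaling by the library total, with median-of-ratios scaling, with DESeq2 and without healthy replicate 1.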

The neuroendocrine gene CYP1B1 was significantly downregulated in cases versus controls, though this contrasts with a previous report describing upregulation in vitiligo blood samples (Dey-Rao and Sinha 2017). 

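KRT10, a keratin of differentiating suprabasal keratinocytes, rose from a scaled count of 54903 ± 25674 (SD, n = 5 healthy dogs) to 221397 ± 123524 (SD, n = 2 VKH dogs), with 107820 in the vitiligo dog. The log2 fold change was 2.01 (standard error 0.58, adjusted p = 0.019) in VKH and 1.74 (standard error 0.53, adjusted p = 0.0194) in the 3 cases. PECAM1, an adhesion molecule of endothelial cells, fell from 4492 ± 1585 (SD, n = 5 healthy dogs) to 1542 ± 120.4 (SD, n = 2 VKH dogs), a log2 fold change of -1.54 (standard error 0.44, adjusted p = 0.0178) in VKH and -1.31 (standard error 0.36, adjusted p = 0.0115) in the cases. PECAM1 was the only gene of the endothelial list on the panel, so that list has no test of its own. Statistical significance in VKH was lost without scaling for KRT10 and PECAM1, and with scaling by the library total and against the male controls alone for KRT10, and with B2M left out of the scaling and with positive-control scaling for PECAM1, or with 1 dog left out, without VKH replicate 2 (KRT10, adjusted p = 0.206, PECAM1, adjusted p = 0.117) and without VKH replicate 1 (PECAM1, adjusted p = 0.0837). Significance in the 3 cases did not hold without scaling and with positive-control scaling for KRT10 and PECAM1, and with scaling by the library total and against the male controls alone for KRT10, and with B2M left out of the scaling for PECAM1, or with 1 dog left out, without VKH replicate 2 (KRT10, adjusted p = 0.121, PECAM1, adjusted p = 0.0522).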

KRT10, a marker of basal keratinocytes, was significantly higher and PECAM1, a marker of endothelial cells, was significantly lower in cases versus healthy controls, which may reflect the site of biopsy (e.g. healthy leg margin versus nose for cases; **Figure S2**).

**Figure 1:**
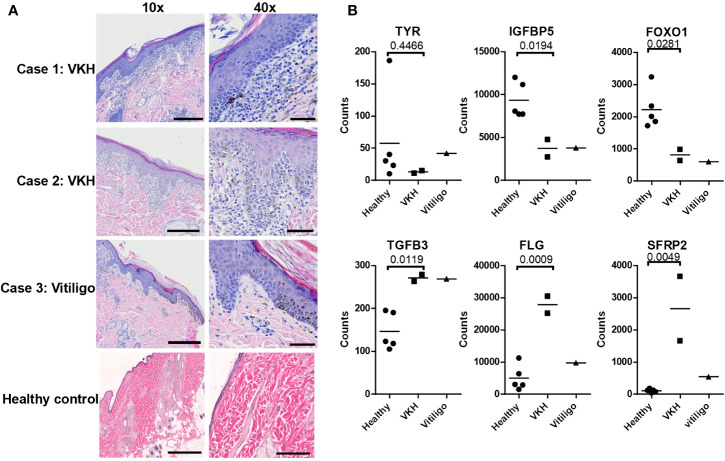
Examination of histopathology, skin, and hair gene expression patterns in VKH and vitiligo in dogs reveals marked infiltration with changes in specific genes. **(A)** Histopathologic examination of skin tissue samples. Hematoxylin and eosin (H&E) staining, magnifications 10x and 40x (scale bar = 300 microns 10x, scale bar = 60 microns 40x). There is marked inflammation at the dermo-epidermal junction (interface dermatitis) in VKH (cases 1 and 2) and epidermal hyperplasia in vitiligo (case 3), with pigment incontinence noted in all cases. **(B)** Relative mRNA expression of skin and hair-related gene transcripts in the cases compared to 5 healthy controls (leg margins). TGFB3, FLG, and SFRP2 were significantly increased, and TYR, IGFBP5, and FOXO1 were decreased; n = 2 VKH, 1 vitiligo, and 5 healthy controls; *p* values from two-tailed t tests healthy vs VKH: TYR p = 0.4466, IGFBP5 p = 0.0194, FOXO1 p = 0.0281, TGFB3 p = 0.0119, FLG p = 0.0009, SFRP2 p = 0.0049.

Next, we used Nanostring Advanced Analysis software to quantify cell types across our samples. We found that, similar to humans (5, 26), T-cells are the predominant immune cells found in VKH and vitiligo compared to healthy controls (**Figures 2A, B**). 

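Genes of T cells rose together in VKH and in vitiligo. CD3E, a chain of the T cell receptor complex, rose from a scaled count of 93.3 ± 29.9 (SD, n = 5 healthy dogs) to 831 ± 112 (SD, n = 2 VKH dogs) and was 658 in the vitiligo dog, a log2 fold change in VKH of 3.15 (standard error 0.34, adjusted p = 8.43e-05). CD8A, the co-receptor of cytotoxic T cells and the only gene of the CD8 T cell list on the panel, changed by 3.57 (standard error 0.30, adjusted p = 2.24e-05). The T cell adaptor TRAT1 changed by 2.58 (standard error 0.42, adjusted p = 0.00107), the receptor CD6 by 2.48 (standard error 0.32, adjusted p = 0.000281) and SH2D1A by 1.77 (standard error 0.43, adjusted p = 0.00904). TRAT1 lay at 3 to 15 counts in the healthy dogs, below their backgrounds of 22.8 to 27.8, so the size of its rise is not exact. The T cell list held 4 measured genes, of which 4 were higher, 0 were lower and 0 did not pass the test (4 higher and 0 lower when adjusted over the list alone), and its mean log2 fold change was 2.49 (adjusted p = 0.000621 from fry, adjusted p = 0.635 with an estimated correlation), and 2 of its 4 genes are named by the paper for these dogs. All 4 were higher in the vitiligo dog as well, with a mean log2 fold change of 2.40 (adjusted p = 0.00184 from fry, adjusted p = 0.966 with an estimated correlation). The threshold in VKH was missed with scaling by the library total for SH2D1A, and against the male controls alone for the T cell list, or with 1 dog left out, without VKH replicate 1 (SH2D1A, adjusted p = 0.0661). Other settings ended significance in vitiligo, without scaling and with scaling by the library total for SH2D1A, and with positive-control scaling for SH2D1A and CD6.
The T cell score, the mean log2 scaled count of the marker genes, was 4.86 ± 0.236 (SD, n = 5 healthy dogs), 7.33 ± 0.244 (SD, n = 2 VKH dogs) and 7.26 in vitiligo. All 3 cases exceeded all healthy dogs (exact permutation test, two-sided, p = 0.0357), and over the 17 scores the adjusted p was 0.0552 (0.0552 to 0.147 over the alternatives), a value limited by the number of dogs, since the exact p was the smallest that 3 dogs against 5 allow. The paper states that T cells are the predominant immune cells in both diseases.

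**Figure D3:**
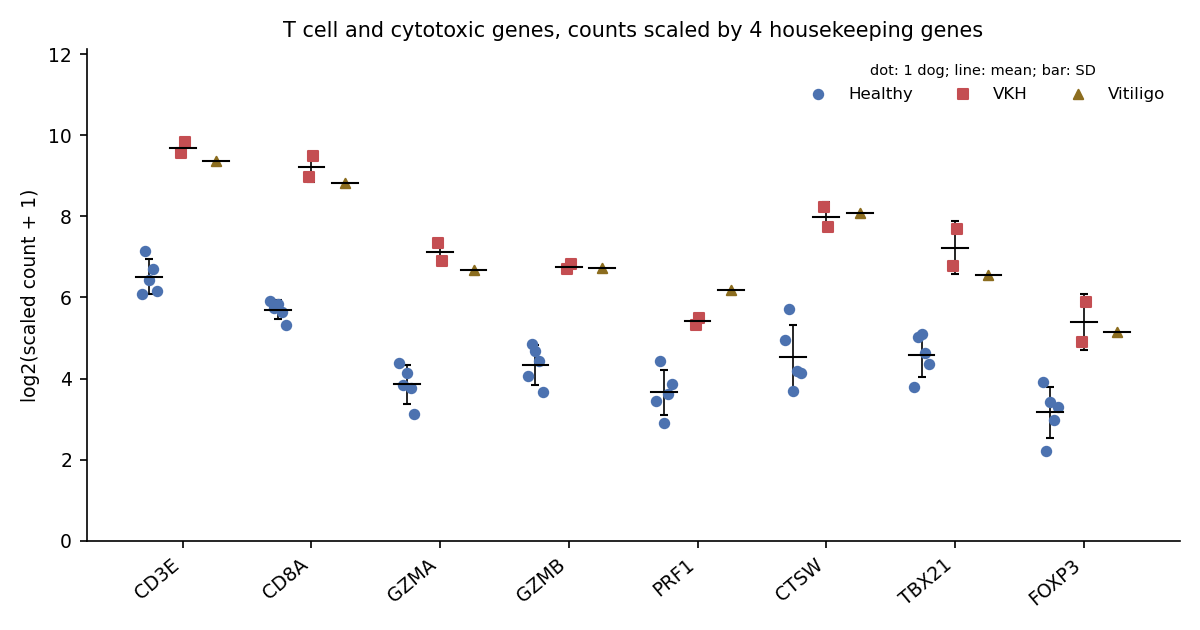
Scaled counts of 8 T cell and cytotoxic genes as log2(count + 1), with 1 symbol per dog and a line and bar for the mean and SD of each group. In each gene both VKH dogs and the vitiligo dog lie above all 5 healthy dogs.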

We examined the T-cell-associated transcription factors FOXP3 and TBX21 (Tbet), which are the master regulators in Tregs and Th1/Tc1 cells respectively, and found they were induced in VKH and vitiligo compared to controls (**Figure 2C**). 

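TBX21, the regulator of type 1 T cells, rose from a scaled count of 24.2 ± 8.57 (SD, n = 5 healthy dogs) to 156 ± 68.3 (SD, n = 2 VKH dogs), with 93.1 in the vitiligo dog. The log2 fold change was 2.66 (standard error 0.41, adjusted p = 0.000812) in VKH and 1.92 (standard error 0.51, adjusted p = 0.0225) in vitiligo. FOXP3, the regulator of Tregs, rose from 8.61 ± 3.86 (SD, n = 5 healthy dogs) to 43.4 ± 20.3 (SD, n = 2 VKH dogs), with 34.5 in vitiligo, and changed by 2.30 (standard error 0.47, adjusted p = 0.00362) in VKH and 1.99 (standard error 0.59, adjusted p = 0.0323) in vitiligo. FOXP3 was below background in the 5 healthy dogs and TBX21 in most of them, so the sizes of these rises are not exact. The Treg list held 2 measured genes, of which 1 was higher, 0 were lower and 1 did not pass the test (1 higher and 0 lower when adjusted over the list alone), and its mean log2 fold change was 1.26 (adjusted p = 0.025 from fry, adjusted p = 0.686 with an estimated correlation), and both its genes, FOXP3 and IL10, are named by the paper. Among the alternatives, significance in VKH was lost with counts under 20 set to 20 for FOXP3 and the Treg list, and with scaling by the library total, with positive-control scaling and against the male controls alone for the Treg list, or with 1 dog left out, without healthy replicate 2 (the Treg list, adjusted p = 0.0609), without healthy replicate 3 (the Treg list, adjusted p = 0.0505), without healthy replicate 4 (the Treg list, adjusted p = 0.0552) and without healthy replicate 5 (the Treg list, adjusted p = 0.0533). The differences in vitiligo were no longer significant without scaling, with TMM, with median-of-ratios scaling, with positive-control scaling and against the male controls alone for FOXP3 and TBX21, and with scaling by the library total, with counts under 20 set to 20 and with limma for FOXP3, or with 1 dog left out, without healthy replicate 3 (FOXP3, adjusted p = 0.0542), without healthy replicate 4 (FOXP3, adjusted p = 0.073) and without healthy replicate 5 (FOXP3, adjusted p = 0.0542).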

Th1 cells, cytotoxic cells, exhausted CD8 T-cells and NK cells gene expression signatures were increased in VKH and vitiligo compared to healthy controls (**Figure 2D**). 

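Granzyme and killer cell genes rose in VKH. In most healthy dogs GZMA, GZMB, CTSW and KLRK1 lay below background, so the sizes of their rises are not exact. GZMA and GZMB, the granzymes released by cytotoxic cells, changed by 3.31 (standard error 0.37, adjusted p = 9.80e-05) and 2.40 (standard error 0.37, adjusted p = 0.000812), the cathepsin CTSW by 3.37 (standard error 0.49, adjusted p = 0.000658) and the activating receptor KLRK1 by 2.67 (standard error 0.45, adjusted p = 0.00124). The cytotoxic cell list held 7 measured genes, of which 7 were higher, 0 were lower and 0 did not pass the test (7 higher and 0 lower when adjusted over the list alone), and its mean log2 fold change was 2.37 (adjusted p = 0.000621 from fry, adjusted p = 0.635 with an estimated correlation), and 6 of its 7 genes are named by the paper for these dogs. The Th1 list held 3 measured genes, of which 3 were higher, 0 were lower and 0 did not pass the test (3 higher and 0 lower when adjusted over the list alone), and its mean log2 fold change was 1.95 (adjusted p = 0.00257 from fry, adjusted p = 0.661 with an estimated correlation), all named by the paper. In the exhausted CD8 list CD244 and EOMES rose, with 1.67 (adjusted p = 0.00527) and 1.87 (adjusted p = 0.00882), PTGER4 fell, with -1.15 (adjusted p = 0.0262), and LAG3 had 1.01 (adjusted p = 0.146). This list held 4 measured genes, of which 2 were higher, 1 was lower and 1 did not pass the test (2 higher and 1 lower when adjusted over the list alone), and its mean log2 fold change was 0.85 (adjusted p = 0.024 from fry, adjusted p = 0.686 with an estimated correlation). The NK cell list held 2 measured genes, of which 1 was higher, 0 were lower and 1 did not pass the test (2 higher and 0 lower when adjusted over the list alone). Its mean log2 fold change was 2.27 (adjusted p = 0.00433 from fry, adjusted p = 0.661 with an estimated correlation). The higher gene was IL21R, which carried most of this mean, and the other, NCR1, had 0.98 (adjusted p = 0.0721). Both lay below background in most healthy dogs, so the sizes of their rises are not exact. Lists that hold genes the paper names for these dogs are not independent evidence.
The Th1 score differed between cases and healthy dogs by 1.73 (exact permutation test, two-sided, p = 0.0357), the cytotoxic cell score by 2.28, the exhausted CD8 score by 0.83 and the NK cell score by 2.05, each with the same exact p, the smallest that 3 dogs against 5 allow. Over the alternatives the adjusted p of the exact test was 0.0552 to 0.75 for the exhausted CD8 score, whose difference was 0.15 with scaling by the library total, and 0.0552 to 0.147 for each of the other 3. Processing or single dogs ended significance in VKH, with scaling by the library total for KLRD1, CD244, EOMES and the exhausted CD8 list, and against the male controls alone for KLRD1, CD244, the Th1 list, the cytotoxic cell list, the exhausted CD8 list and the NK cell list, and without scaling and with positive-control scaling for PTGER4 and the exhausted CD8 list, and with B2M left out of the scaling for PTGER4, or with 1 dog left out, without VKH replicate 2 (KLRD1, adjusted p = 0.15, CD244, adjusted p = 0.0739, PTGER4, adjusted p = 0.0884, the exhausted CD8 list, adjusted p = 0.087), without VKH replicate 1 (EOMES, adjusted p = 0.0646, PTGER4, adjusted p = 0.162), without healthy replicate 4 (PTGER4, adjusted p = 0.0535) and without healthy replicate 3 (the exhausted CD8 list, adjusted p = 0.0501). LAG3 and NCR1 passed in VKH with B2M left out of the scaling.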

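B cell genes were mostly higher in VKH. MS4A1, which encodes CD20, changed by 2.08 (standard error 0.33, adjusted p = 0.000946) and the plasma cell receptor TNFRSF17 by 1.59 (standard error 0.31, adjusted p = 0.00301), while PNOC fell, with -2.14 (adjusted p = 0.0304) on counts below background in most dogs. The B cell list held 6 measured genes, of which 4 were higher, 1 was lower and 1 did not pass the test (4 higher and 1 lower when adjusted over the list alone), and its mean log2 fold change was 0.87 (adjusted p = 0.0277 from fry, adjusted p = 0.686 with an estimated correlation), and 2 of its 6 genes are named by the paper for these dogs. S100A12, a calcium-binding protein of neutrophils, rose by 3.84 (standard error 1.16, adjusted p = 0.0229), whereas the receptor CSF3R fell, with -1.44 (standard error 0.41, adjusted p = 0.0177). The neutrophil list held 2 measured genes, of which 1 was higher, 1 was lower and 0 did not pass the test (1 higher and 1 lower when adjusted over the list alone), and its mean log2 fold change was 1.20 (adjusted p = 0.621 from fry). The macrophage list held 2 measured genes, of which 1 was higher, 0 were lower and 1 did not pass the test (1 higher and 1 lower when adjusted over the list alone), and its mean log2 fold change was 0.24 (adjusted p = 0.17 from fry), where CD84 had 1.78 (adjusted p = 0.00124) and CD163 -1.30 (adjusted p = 0.077). The dendritic cell list held 3 measured genes, of which 0 were higher, 1 was lower and 2 did not pass the test (0 higher and 2 lower when adjusted over the list alone), and its mean log2 fold change was -1.06 (adjusted p = 0.108 from fry). The mast cell list held 3 measured genes, of which 0 were higher, 1 was lower and 2 did not pass the test (0 higher and 1 lower when adjusted over the list alone), and its mean log2 fold change was -0.80 (adjusted p = 0.0539 from fry), and its lower gene was CPA3, a mast cell protease, with -1.42 (adjusted p = 0.0127).
The B cell score differed between cases and healthy dogs by 1.04 (exact permutation test, two-sided, p = 0.0357), the neutrophil score by 1.85 (exact p = 0.0714), the macrophage score by 0.32 (exact p = 0.393) and the dendritic cell score by -0.60 (exact p = 0.179). Over the alternatives the adjusted p of the exact test was 0.0552 to 0.324 for the B cell score, whose difference was 0.39 with scaling by the library total, and 0.0552 to 0.27, 0.0552 to 0.721 and 0.121 to 1 for the other 3. Statistical significance in VKH was lost with scaling by the library total for TNFRSF17 and the B cell list, and without scaling and with positive-control scaling for PNOC, CSF3R, CPA3 and the B cell list, and with B2M left out of the scaling for PNOC, CSF3R and CPA3, and with counts under 20 set to 20 for PNOC and the B cell list, and against the male controls alone for PNOC, CSF3R and the B cell list, or with 1 dog left out, without VKH replicate 1 (PNOC, adjusted p = 0.123, S100A12, adjusted p = 0.0839, CSF3R, adjusted p = 0.0814, CPA3, adjusted p = 0.0839), without VKH replicate 2 (PNOC, adjusted p = 0.126, S100A12, adjusted p = 0.0685, CSF3R, adjusted p = 0.0928, CPA3, adjusted p = 0.0642, the B cell list, adjusted p = 0.087), without healthy replicate 1 (PNOC, adjusted p = 0.0549, the B cell list, adjusted p = 0.0556), without healthy replicate 3 (PNOC, adjusted p = 0.0669, the B cell list, adjusted p = 0.0606), without healthy replicate 2 (the B cell list, adjusted p = 0.0664) and without healthy replicate 5 (the B cell list, adjusted p = 0.0574). The mast cell list passed in VKH with scaling by the library total, with TMM, with median-of-ratios scaling, without healthy replicate 3, without healthy replicate 5 and against the male controls alone, the dendritic cell list with scaling by the library total, with TMM and without healthy replicate 5, and CD163 with scaling by the library total, with DESeq2 and without healthy replicate 1.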

Neutrophil and B cell signatures were also increased in lesional skin, whereas macrophage and dendritic cells (DC) scores were equivalent across all 3 conditions. However, there was an increase in CD103+ dermal DC scores, which are known to cross-present antigens during antiviral and anti-tumor immune responses (27, 28). 

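BATF3, a transcription factor of cross-presenting dendritic cells, was the only gene of the CD103 dendritic cell list on the panel. Its scaled count was 39.3 ± 15.6 (SD, n = 5 healthy dogs) in healthy skin, 83.0 ± 22.9 (SD, n = 2 VKH dogs) in VKH and 75.9 in vitiligo. The log2 fold change was 1.07 (standard error 0.44, adjusted p = 0.0675) in VKH and 1.03 (standard error 0.38, adjusted p = 0.0423) in the 3 cases together. All 3 cases lay above all healthy dogs (exact permutation test, two-sided, p = 0.0357, with an adjusted p of 0.0552 over the scores). BATF3 passed in VKH with B2M left out of the scaling and without healthy replicate 4. For the 3 cases the alternatives were run with the exact test, whose adjusted p was 0.0552 to 0.455, and the difference in this score was 0.42 with scaling by the library total against 1.10 here.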

The full analysis of the canine immune cell panel genes is presented in **Figure S3**.

**Figure 2:**
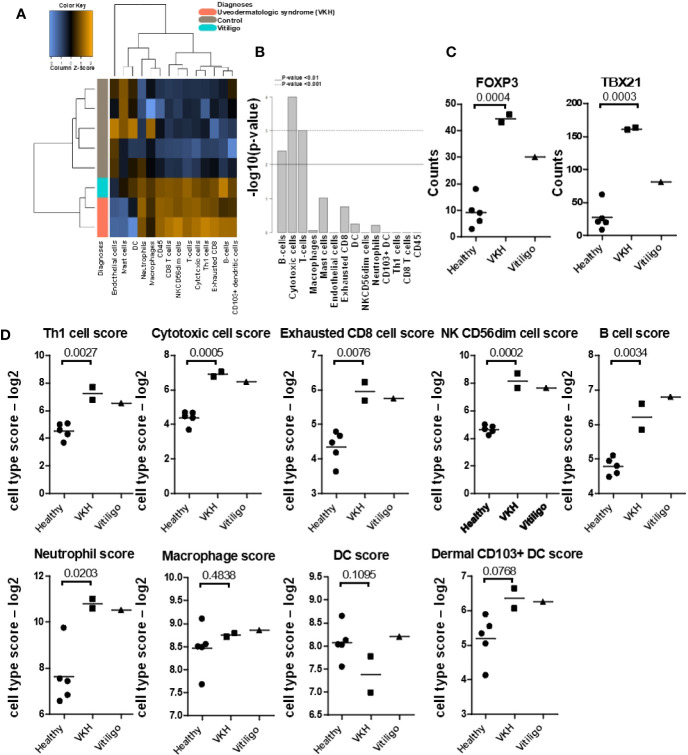
Quantification of cell types and mRNA expression of T-cell-associated transcription factors FOXP3 and TBX21/Tbet reveals cytotoxic and Th1 responses. **(A)** Nanostring advanced cell type analysis heat map representing color-coded expression levels of differentially expressed genes from the indicated leukocyte populations. Cases clustered together apart from healthy controls. **(B)** Bar plots of p-values for cell type enrichment analysis revealed that cytotoxic T-cells, B-cells, and cytokines are the predominant cells in VKH samples. **(C)** FOXP3 and TBX21 were significantly increased in VKH samples as compared to healthy controls; *p* values from two-tailed t tests FOXP3 p = 0.0004, TBX21 p = 0.0003. **(D)** Cell type scores from Nanostring advanced analysis demonstrating significant increases in Th1 cells, cytotoxic cells, exhausted CD8s, NK CD56dim cells, B cells, and neutrophils in VKH cases. Macrophage and DC scores remained unchanged, whereas dermal CD103+ dendritic cell scores were significantly increased as compared to healthy controls. n = 2 VKH, 1 vitiligo, and 5 healthy controls; *p* values from two-tailed t tests: Th1 p = 0.0027, Cytotoxic p = 0.0005, exhausted CD8 p = 0.0076, NK CD56dim p = 0.0002, B cell p = 0.0034, neutrophil p = 0.0203, macrophage p = 0.4838, DC p = 0.1095, dermal CD103+ DC p = 0.0768.

We next analyzed cytokines and chemokines. We found statistically significant induction of IFNG, ISG15, TNF, IL12, PRF1, and IL15 cytokine expression in dogs with VKH compared to healthy controls (**Figure 3A**). 

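Type 1 cytokine genes rose in VKH. IFNG, the main cytokine of type 1 responses, rose from a scaled count of 16.8 ± 4.71 (SD, n = 5 healthy dogs) to 47.0 ± 20.6 (SD, n = 2 VKH dogs), a log2 fold change of 1.47 (standard error 0.41, adjusted p = 0.0167). It lay below background in most healthy dogs, so the size of its rise is not exact. TNF changed by 1.71 (standard error 0.32, adjusted p = 0.00229), IL12B, a chain of IL12, by 1.30 (standard error 0.42, adjusted p = 0.0304) and IL15, which sustains memory T cells, by 1.13 (standard error 0.32, adjusted p = 0.0179). ISG15, an interferon-induced protein and the only gene of the interferon-induced list on the panel, changed by 2.26 (standard error 0.41, adjusted p = 0.00207), and the pore-forming protein PRF1 by 1.76 (standard error 0.43, adjusted p = 0.00904). PRF1 lay at 7 to 17 counts in the healthy dogs, below their backgrounds of 22.8 to 27.8, so the size of its rise is not exact. The type 1 cytokine list held 5 measured genes, of which 5 were higher, 0 were lower and 0 did not pass the test (5 higher and 0 lower when adjusted over the list alone), and its mean log2 fold change was 1.36 (adjusted p = 0.0037 from fry, adjusted p = 0.661 with an estimated correlation), all named by the paper for these dogs and so not independent evidence. Significance in VKH did not hold without scaling for IFNG, IL12B and IL15, and with scaling by the library total for IFNG, TNF, IL12B, IL15, PRF1 and the type 1 cytokine list, and against the male controls alone for IFNG, IL12B, PRF1 and the type 1 cytokine list, and with positive-control scaling for IL12B and IL15, or with 1 dog left out, without VKH replicate 2 (IFNG, adjusted p = 0.149, IL12B, adjusted p = 0.314, IL15, adjusted p = 0.12), without healthy replicate 2 (IL12B, adjusted p = 0.0569), without healthy replicate 3 (IL12B, adjusted p = 0.0587) and without healthy replicate 5 (IL12B, adjusted p = 0.052).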

The vitiligo case exhibited even higher ISG15 and PRF1, while IFNG, TNF, IL12, and IL15 levels were closer to those in healthy controls. All of these genes have been reported to be induced in immune-mediated pigmentary disorders (21, 29–31). 

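In the vitiligo dog the scaled count of ISG15 was 2376, against 601 ± 152 (SD, n = 2 VKH dogs), and that of PRF1 was 71.3, against 41.5 ± 3.38 (SD, n = 2 VKH dogs). Compared with healthy skin, ISG15 changed by 4.24 (standard error 0.47, adjusted p = 0.000113) and PRF1 by 2.54 (standard error 0.51, adjusted p = 0.00471). The healthy dogs lay below background in PRF1, so the size of its rise is not exact. VKH minus vitiligo was -1.98 (adjusted p = 0.292) for ISG15 and -0.78 (adjusted p = 0.949) for PRF1. A fit of only these 2 groups also gave -1.98 for ISG15. It held 3 dogs, with the spread of the 2 VKH dogs alone, so it cannot show a difference between the diseases. IFNG, TNF, IL12B and IL15 had log2 fold changes in vitiligo of 1.09 (adjusted p = 0.17), 0.96 (adjusted p = 0.133), 0.89 (adjusted p = 0.285) and 0.90 (adjusted p = 0.145), and their differences from VKH were 0.38 (adjusted p = 0.949), 0.75 (adjusted p = 0.949), 0.41 (adjusted p = 0.949) and 0.23 (adjusted p = 0.95). With B2M left out of the scaling IFNG, TNF and IL15 passed in vitiligo (adjusted p = 0.0449, 0.0164 and 0.0137). The threshold in vitiligo was missed with positive-control scaling and against the male controls alone for PRF1.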

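CD215, the alpha chain of the IL15 receptor, had a scaled count of 45.6 ± 13.2 (SD, n = 5 healthy dogs) in healthy skin, 102 ± 8.03 (SD, n = 2 VKH dogs) in VKH and 126 in vitiligo. The log2 fold change was 1.17 (standard error 0.35, adjusted p = 0.0215) in VKH, 1.47 (standard error 0.43, adjusted p = 0.0323) in vitiligo and 1.28 (standard error 0.31, adjusted p = 0.00714) in the 3 cases. Other settings ended significance of CD215 in VKH, without scaling, with scaling by the library total and with positive-control scaling, or with 1 dog left out, without VKH replicate 1 (adjusted p = 0.0942) and without VKH replicate 2 (adjusted p = 0.0685), and among the alternatives, significance of CD215 in vitiligo was lost without scaling, with scaling by the library total, with TMM, with median-of-ratios scaling, with positive-control scaling and against the male controls alone, or with 1 dog left out, without healthy replicate 2 (adjusted p = 0.0563) and without healthy replicate 4 (adjusted p = 0.0737). The differences of CD215 in the 3 cases were no longer significant without scaling, with scaling by the library total and with positive-control scaling.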

There was a trend towards increased CD215, a receptor chain for IL15 that has previously been shown to be upregulated on keratinocytes from lesional skin (21), in the cases. IL21, which has previously been reported to be upregulated in the Smyth chicken line, another model of spontaneous vitiligo (32), was unchanged in our samples. However, the IL21R was highly upregulated in lesional skin in the VKH and vitiligo dogs. 

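IL21 had a scaled count of 13.8 ± 8.45 (SD, n = 5 healthy dogs) in healthy skin, 15.5 ± 4.72 (SD, n = 2 VKH dogs) in VKH and 12.6 in vitiligo, at or below background in most dogs. Its log2 fold change was 0.14 (standard error 0.60, adjusted p = 0.847) in VKH and -0.12 (adjusted p = 0.921) in vitiligo, a difference that was not detectable at this depth. Its sign turned with single dogs left out, from -0.18 without VKH replicate 2 to 0.45 without VKH replicate 1.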

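IL21R rose from a scaled count of 25.3 ± 5.12 (SD, n = 5 healthy dogs) to 302 ± 149 (SD, n = 2 VKH dogs), with 201 in the vitiligo dog. This is a log2 fold change of 3.57 (standard error 0.36, adjusted p = 5.49e-05) in VKH and 2.98 (standard error 0.42, adjusted p = 0.000745) in vitiligo. The lowest of the cases lay above the highest healthy dog (exact permutation test, two-sided, p = 0.0357). IL21R was below background in most healthy dogs, so the size of its rise is not exact. Processing or single dogs ended significance of IL21R in vitiligo, with positive-control scaling.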

The full analyses of the immune disease related genes, interferons and granzymes, and interleukins/cytokines are presented in **Figure S4**.

**Figure 3:**
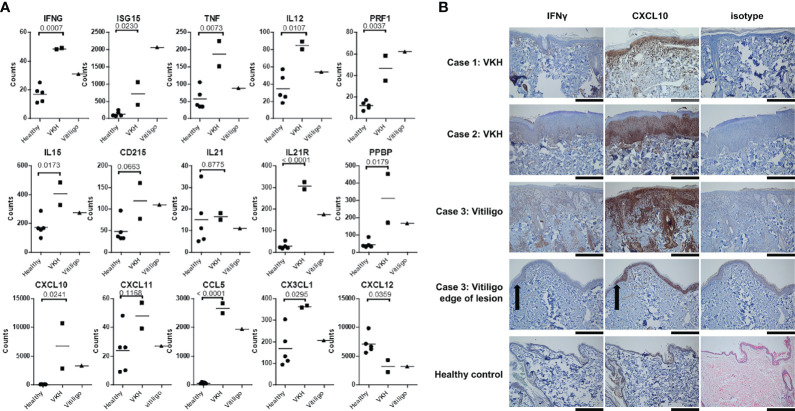
Many cytokines and chemokines previously associated with human VKH and vitiligo are enriched in canine lesional skin. **(A)** Relative mRNA expression of IFNG, ISG15, TNF, IL12, PRF1, IL15, IL21R, CXCL7, CXCL10, CCL5, and CX3CL1 were statistically significantly higher in VKH samples as compared to healthy controls. CXCL12 mRNA expression was significantly lower in VKH samples compared to healthy controls, CD215 and CXCL11 were trending higher (though they did not reach statistical significance), and IL21 was not significantly different. n = 2 VKH, 1 vitiligo, and 5 healthy controls; *p* values from two-tailed t tests healthy vs VKH: IFNG p = 0.0007, ISG15 p = 0.023, TNF p = 0.0073, IL12 p = 0.0107, PRF1 p = 0.0037, IL15 p = 0.0173, CD215 p = 0.0663, IL21 p = 0.8775, IL21R p < 0.0001, CXCL7 p = 0.0179, CXCL10 p = 0.0241, CXCL11 p = 0.1168, CCL5 p < 0.0001, CX3CL1 p = 0.0295, CXCL12 p = 0.0359. **(B)** Immunohistochemistry stains for IFN-γ and CXCL10 expression in lesional skin biopsies from dogs demonstrating increased protein levels in cases as compared to isotype and healthy controls (black scale bars = 300 microns 10x, grey scale bar = 150 microns 20x, black arrow case 3 indicates edge of lesion). n = 2 VKH, 1 vitiligo, and 5 healthy controls.

Mouse and human studies have shown that the chemokines CCL5 and CXCL10 are expressed in the skin during vitiligo (14, 15, 33, 34). We found significant upregulation of CCL5 and CXCL10, as well as CXCL7 (gene name PPBP) in canine VKH and vitiligo. 

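CCL5, a chemokine of the CC family, rose from a scaled count of 58.0 ± 36.6 (SD, n = 5 healthy dogs) to 2515 ± 853 (SD, n = 2 VKH dogs) and was 2228 in vitiligo. CXCL10, a ligand of CXCR3, rose from 58.3 ± 29.4 (SD, n = 5 healthy dogs) to 5349 ± 2619.9 (SD, n = 2 VKH dogs) and was 3832 in vitiligo. The log2 fold changes in VKH were 5.44 (standard error 0.51, adjusted p = 5.02e-05) and 6.52 (standard error 0.51, adjusted p = 2.24e-05), and in vitiligo 5.27 (adjusted p = 0.000113) and 6.04 (adjusted p = 4.98e-05). PPBP, the gene of CXCL7, changed by 3.03 (standard error 0.48, adjusted p = 0.000946) in VKH and 2.20 (standard error 0.59, adjusted p = 0.0225) in vitiligo. CXCL13, which attracts B cells, rose by 4.56 (standard error 0.46, adjusted p = 5.49e-05) in VKH. The CXC and CX3C chemokine list held 10 measured genes, of which 5 were higher, 2 were lower and 3 did not pass the test (5 higher and 3 lower when adjusted over the list alone), and its mean log2 fold change was 1.19 (adjusted p = 0.00042 from fry, adjusted p = 0.661 with an estimated correlation), and 6 of its 10 genes are named by the paper for these dogs. The CXCR3 ligands list held 2 measured genes, of which 1 was higher, 0 were lower and 1 did not pass the test (1 higher and 0 lower when adjusted over the list alone), and its mean log2 fold change was 3.73 (adjusted p = 0.000621 from fry, adjusted p = 0.661 with an estimated correlation), both named by the paper. Neither list is independent evidence. Statistical significance of PPBP in vitiligo was lost without scaling, with scaling by the library total, with TMM, with positive-control scaling and against the male controls alone. Significance in VKH did not hold without scaling and with positive-control scaling for the CXC and CX3C chemokine list, and against the male controls alone for the CXC and CX3C chemokine list and the CXCR3 ligands list.

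**Figure D4:**
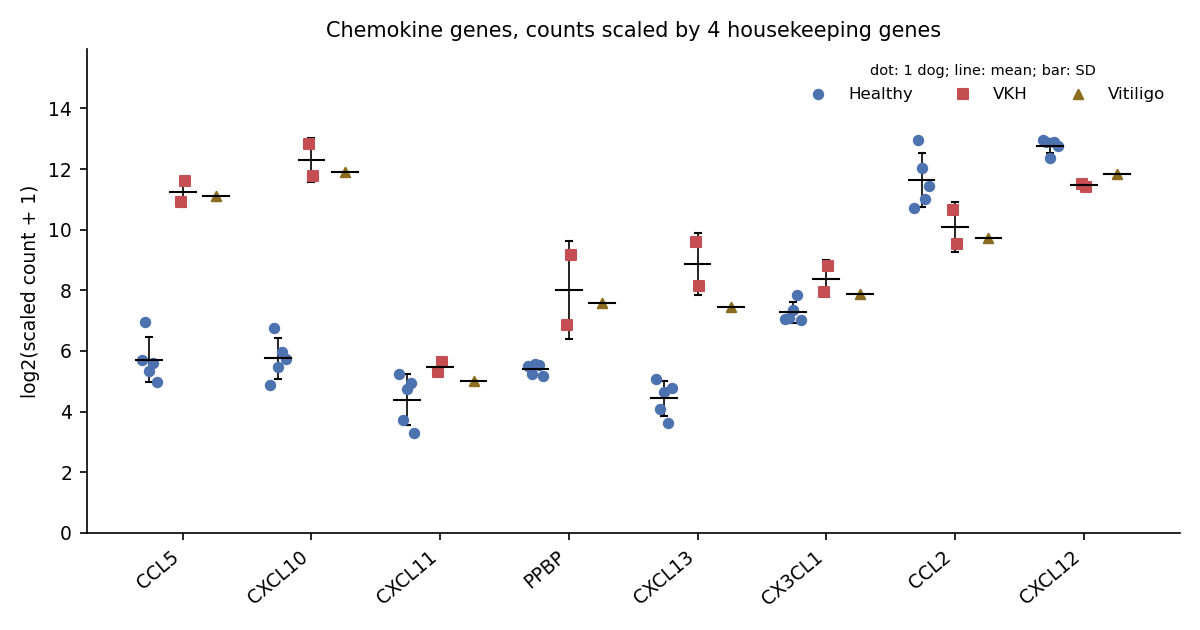
Scaled counts of 8 chemokine genes as log2(count + 1), with 1 symbol per dog and a line and bar for the mean and SD of each group. CCL5, CXCL10, PPBP, CXCL13 and CX3CL1 lie higher and CXCL12 and CCL2 lower in all 3 cases than in all healthy dogs, whereas CXCL11 overlaps in the vitiligo dog. With library-total scaling the log2 fold changes in VKH were 0.28 for CX3CL1 and -2.11 for CXCL12.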

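CX3CL1, or fractalkine, rose from a scaled count of 157 ± 42.2 (SD, n = 5 healthy dogs) to 348 ± 142 (SD, n = 2 VKH dogs), a log2 fold change of 1.14 (standard error 0.35, adjusted p = 0.0245). In the vitiligo dog the count was 237 and the log2 fold change 0.59 (adjusted p = 0.422). VKH minus vitiligo was 0.55 (adjusted p = 0.949), so a difference between the 2 diseases was not shown. CXCL11 had log2 fold changes of 0.95 (standard error 0.51, adjusted p = 0.146) in VKH and 0.46 (adjusted p = 0.681) in vitiligo, and passed in VKH with B2M left out of the scaling, at 1.56 (adjusted p = 0.0245). The threshold of CX3CL1 in VKH was missed without scaling, with scaling by the library total, with TMM, with positive-control scaling and against the male controls alone, or with 1 dog left out, without VKH replicate 2 (adjusted p = 0.267).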

CX3CL1 was significantly upregulated in VKH only, and there was a similar, though not significant, trend in CXCL11 upregulation. CCL2 (**Figure S3**) and CXCL12 (**Figure 3A**) were significantly downregulated in both conditions compared to healthy controls. 

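CCL2, which attracts monocytes, had a scaled count of 3752 ± 2575 (SD, n = 5 healthy dogs) in healthy skin, 1175 ± 629 (SD, n = 2 VKH dogs) in VKH and 853 in vitiligo. Its log2 fold change was -1.67 (standard error 0.67, adjusted p = 0.0662) in VKH, -2.14 (adjusted p = 0.133) in vitiligo and -1.81 (standard error 0.55, adjusted p = 0.0195) in the 3 cases together. CXCL12 fell in VKH from 7033 ± 1039 (SD, n = 5 healthy dogs) to 2812 ± 97.9 (SD, n = 2 VKH dogs), with 3677 in vitiligo, log2 fold changes of -1.32 (standard error 0.36, adjusted p = 0.0156) and -0.94 (adjusted p = 0.179). The CC chemokine list held 20 measured genes, of which 3 were higher, 3 were lower and 14 did not pass the test (3 higher and 3 lower when adjusted over the list alone), and its mean log2 fold change was -0.22 (adjusted p = 0.443 from fry). Its higher genes were CCL5, CCL19 and CCL22, with 1.71 (adjusted p = 0.00361) for CCL19 and 2.25 (adjusted p = 0.00538) for CCL22, and the lower ones included CCL1 and CCL27, with -1.68 (adjusted p = 0.019) and -1.63 (adjusted p = 0.0127). CCL1 was below background in both VKH dogs and in 4 healthy dogs. Other settings ended significance in VKH, without scaling, with B2M left out of the scaling and with positive-control scaling for CXCL12, CCL27 and CCL1, and against the male controls alone for CCL27, CCL1 and CCL19, and with counts under 20 set to 20 for CCL1, and with scaling by the library total for CCL19 and CCL22, or with 1 dog left out, without VKH replicate 1 (CXCL12, adjusted p = 0.0814, CCL27, adjusted p = 0.0521, CCL1, adjusted p = 0.0976, CCL22, adjusted p = 0.178) and without VKH replicate 2 (CXCL12, adjusted p = 0.105, CCL27, adjusted p = 0.0882, CCL1, adjusted p = 0.0709). CCL2 passed in VKH with scaling by the library total, with DESeq2, without healthy replicate 1 and without healthy replicate 4, and the CC chemokine list with scaling by the library total, and among the alternatives, significance of CCL2 in the 3 cases was lost without scaling, with B2M left out of the scaling and with positive-control scaling, or with 1 dog left out, without VKH replicate 2 (adjusted p = 0.0816) and without vitiligo replicate 1 (adjusted p = 0.0663).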

The full analysis of chemokine expression is presented in **Figure S5**.

### IFNγ and CXCL10 Protein Expression Are Increased in Lesional Skin of VKH and Vitiligo Compared to Healthy Controls

To confirm that IFNG and CXCL10, two well-characterized drivers of anti-melanocyte responses, are expressed at the protein level in lesional skin of VKH and vitiligo canines, we performed immunohistochemistry. These cytokines were highly expressed in tissue as compared to isotype and healthy controls, with higher CXCL10 expression consistent with its role in amplifying IFN**γ** signals (**Figure 3B**). Taken together, these results characterize immune and skin gene expression in canine VKH and vitiligo, identify novel potential drivers of disease, and reveal conserved immunopathogeneses between human and canine spontaneous disease.

## Discussion

The pathogeneses of vitiligo and VKH are complex and not fully defined. To better understand driving factors of the autoimmune response in spontaneous autoimmune pigmentary disorders, we performed this retrospective comparative immunology case study to examine transcriptomics and immunohistochemistry of many known, and several unknown, genes central to vitiligo and VKH pathogeneses. In our study, we found increased T cell responses, type 1 cytokines, chemokines, and memory T cell responses in VKH dogs compared to healthy controls. These genes have been established as drivers of human vitiligo immunopathogenesis, particularly the IFNG cytokine signaling pathway (29, 35, 36) and subsequent CXCR3 ligand expression following activation of Janus Kinases (JAK) 1 and 2 (14, 37–40). CCR5 and CXCR3 expressing leukocytes are recruited to the skin following their ligands CCL5 and CXCL10, respectively (15, 33, 39). IL15 promotes development of skin resident memory T cells (41), and a recent studies in a vitiligo mouse model and human tissues revealed that the IL15 receptor is important for autoimmune memory in vitiligo (21). Other groups have reported that IL10, IL13, IL17A, and IL21 are increased in vitiligo (42–45), though we did not observe this in our case series study. 

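In VKH the log2 fold change was 0.22 (standard error 0.34, adjusted p = 0.603) for IL10, -0.71 (standard error 0.53, adjusted p = 0.282) for IL13 and -0.33 (standard error 0.73, adjusted p = 0.72) for IL17A. Vitiligo values were 0.18 (adjusted p = 0.809), -0.36 (adjusted p = 0.735) and -0.20 (adjusted p = 0.893). The scaled count of IL17A was 6.91 in healthy and 5.74 in VKH skin, below background, so a change in it was not detectable at this depth. The type 2 cytokine list held 6 measured genes, of which 1 was higher, 0 were lower and 5 did not pass the test (1 higher and 0 lower when adjusted over the list alone), and its mean log2 fold change was -0.36 (adjusted p = 0.443 from fry). The type 17 cytokine list held 4 measured genes, of which 0 were higher, 1 was lower and 3 did not pass the test (0 higher and 1 lower when adjusted over the list alone), and its mean log2 fold change was -1.17 (adjusted p = 0.0352 from fry, adjusted p = 0.675 with an estimated correlation), and the gene that fell was IL6. The mean of the type 17 list was carried by IL6, since its median log2 fold change was -0.15. For IL10 and IL17A the sign turned when single VKH dogs were left out, with -0.17 and -1.26 without VKH replicate 2 and 0.53 and 0.40 without VKH replicate 1. IL13 and the type 2 cytokine list passed in VKH with scaling by the library total, and the differences of the type 17 cytokine list in VKH were no longer significant without scaling, with B2M left out of the scaling, with positive-control scaling, with the low-count filter and against the male controls alone, or with 1 dog left out, without VKH replicate 1 (adjusted p = 0.229), without VKH replicate 2 (adjusted p = 0.0657), without healthy replicate 1 (adjusted p = 0.0752) and without healthy replicate 2 (adjusted p = 0.065).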

Further, it is unclear if these cytokine profiles are pertinent to specific clinical subtypes of disease, such as inflammatory vitiligo, or if they are upregulated at specific phases of disease or as a result of concurrent autoimmunity or infections.

Like vitiligo, VKH appears to be driven by type 1 T cell responses (46, 47), though eye involvement reveals Th17 signatures (48). CX3CL1 was upregulated specifically in VKH skin in our case studies. Fractalkine has only been explored in ocular disease, warranting further investigation in cutaneous VKH, especially to understand differences in the biology versus vitiligo (49).

We examined skin-specific genes that are associated with skin and hair biology, including TYR, IGFBP5, FOXO1, FLG, WIF1, and TGFB3. Of these genes, TGFB3 and FLG were found to be significantly upregulated, whereas IGFBP5, FOXO1 and WIF1 were downregulated. In contrast to our findings of increased TGFB3 ligand, polymorphisms in its receptor were not found to be associated with VKH disease in a Chinese Han population (50). 

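WIF1, an extracellular inhibitor of WNT signaling, had a scaled count of 1649 ± 458 (SD, n = 5 healthy dogs) in healthy skin, 959.7 ± 1039 (SD, n = 2 VKH dogs) in VKH and 238 in vitiligo. Its log2 fold change in vitiligo was -2.79 (standard error 1.02, adjusted p = 0.0779) and in the 3 cases together -1.20 (standard error 0.65, adjusted p = 0.142). In VKH its value ranged from -2.87 without VKH replicate 2 to 0.039 without VKH replicate 1, so that the 2 VKH dogs differed in this gene. WIF1 passed in vitiligo with scaling by the library total, with DESeq2, with limma, with only the 2 groups in the fit, without VKH replicate 1 and without VKH replicate 2.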

The disparity in TGFB3 expression could be explained by differences in dog versus human VKH, the stage at which the skin biopsies have been studied, and/or differences in the biology of the ligand versus the receptor. For example, TGFB3 (along with IL10) is expressed in the resolution phase of VKH and may play a relevant role in controlling the disease (51). The upregulation of FLG in VKH and not in vitiligo was an unexpected finding. We hypothesize that increased FLG expression in VKH dogs suggests a process of chronic inflammation in hair follicles, which is lacking in vitiligo. These differences may also be due to dog versus human pathogenesis, or perhaps due to disease stage/duration. We suggest further studies are needed to determine the roles of TGFB3 and FLG in VKH and vitiligo.

IGFBP5, FOXO1, and WIF1 downregulation may indicate a loss of tolerance mechanisms or melanocyte regenerative capacity in the skin in canine VKH and vitiligo. IGFBP5 acts as a tumor suppressor in human melanoma cells (52), which is interesting given the hypothesis that vitiligo exists on an “immune spectrum” with melanoma (53). FOXO1 represses TBX21-mediated effector functions to promote memory CD8+ T cell formation and Treg function; thus, a loss of FOXO1 may drive continued T cell effector function in the skin during melanocyte autoimmunity (54–56). WIF1 promotes melanogenesis in normal human melanocytes (57), though it is not yet clear what impact a loss of expression would have on vitiligo or VKH.

We also investigated genes involved in T-cell and Treg regulation and function: PPARG, FOXO3A, TBX21, and FOXP3. PPARG, which activates growth of melanocytes through apoptosis (58) and promotes T cell differentiation and survival (59, 60), was decreased in our cases compared to healthy controls. 

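PPARG, a regulator of adipocyte differentiation and lipid metabolism, had a scaled count of 1095 ± 847 (SD, n = 5 healthy dogs) in healthy skin, 338 ± 36.9 (SD, n = 2 VKH dogs) in VKH and 769 in vitiligo. The log2 fold change was -1.70 (standard error 0.74, adjusted p = 0.082) in VKH, -0.51 (adjusted p = 0.735) in vitiligo and -1.19 (standard error 0.63, adjusted p = 0.139) in the 3 cases. It passed in VKH with the library total (adjusted p = 0.0369), with DESeq2 (adjusted p = 0.0262) and without healthy replicate 3 (adjusted p = 0.0349).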

FOXO3 is a transcription factor that is an important regulator of the magnitude of CD8 T cell memory (61). FOXO3A polymorphisms have been associated with oxidative stress and altered Treg function in vitiligo patients (62, 63). Thus, decreases in PPARG and FOXO3 may indicate reduced ability of Tregs to function to suppress autoimmune responses of T cells against melanocytes. 

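FOXO3A had a scaled count of 2830.5 ± 245 (SD, n = 5 healthy dogs) in healthy skin, 1658 ± 246 (SD, n = 2 VKH dogs) in VKH and 1805 in vitiligo. Its log2 fold change was -0.77 (standard error 0.32, adjusted p = 0.0728) in VKH and -0.73 (standard error 0.25, adjusted p = 0.0318) in the 3 cases. Processing or single dogs ended significance of FOXO3A in the 3 cases, without scaling, with B2M left out of the scaling, with positive-control scaling and against the male controls alone, or with 1 dog left out, without VKH replicate 1 (adjusted p = 0.137), without VKH replicate 2 (adjusted p = 0.0637), without vitiligo replicate 1 (adjusted p = 0.0747), without healthy replicate 3 (adjusted p = 0.051) and without healthy replicate 4 (adjusted p = 0.0667). FOXO3A passed in VKH with scaling by the library total, with TMM, with median-of-ratios scaling and with DESeq2.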

FOXP3 and TBX21 were increased in our cases compared to healthy controls, which correlates with data revealing increased expression of these transcription factors in VKH patients during an active uveitis episode (64). Together, our data support enhanced effector T cell populations and reduced Treg function present in the skin of canine vitiligo and VKH patients.

TYR, which we hypothesized would be significantly downregulated in VKH due to melanocyte loss, was not statistically different from the healthy controls. Notably, a study investigating tyrosinase gene family loci in VKH in Japanese patients using single microsatellite marker analysis and haplotype analysis did not find an association between TYR loci and VKH syndrome (65). This suggests that perhaps immature melanocytes or melanocyte precursors are preferentially targeted in VKH. Vitiligo was found to be associated with the major alleles of SNPs in the *TYR* region, particularly rs1393350 and the R402Q SNP rs1126809 (66). This may suggest a difference in pathogenesis between vitiligo and VKH involving tyrosinase as an autoantigen.

Our chemokine analysis revealed indicators of active, though not very early, disease in the dogs as evidenced by high CCL5 and FOXP3 (transiently upregulated in activated T-cells, allowing for the development of peripheral/induced regulatory T-cells) and low CXCL12 (67). We also identified PPBP/CXCL7 as a significantly upregulated chemokine in the skin. CXCL7 was previously reported to be upregulated in the serum of vitiligo patients, though little is known about its role in skin homing, warranting further study (68).

Our immune cell signature findings are strongly supported by previous studies that vitiligo and VKH are mediated by T-cells, particularly CD8 cytotoxic T-cells (69). Neutrophils are understudied in the skin in vitiligo and VKH, in part because they comprise a small fraction of the infiltrate and are not a prominent component. The increase in neutrophils we observed in these cases may be due to scratching behavior in the dogs, which is known to induce neutrophil recruitment to the skin (70). Nevertheless, blood neutrophils can contribute to ROS generation (71) and were reported to be elevated in the peripheral blood of patients with generalized vitiligo (72). We also observed increased B-cell signatures. It has been reported that in Akita dogs with VKH-like syndrome, cutaneous lesions are mediated by T cells and macrophages and ocular lesions are mediated primarily by B cells and macrophages (73). Autoantibodies against melanocytes have been identified in vitiligo and VKH, though it is still unclear if they are biomarkers or drive pathogenesis (74, 75). In lupus, another autoimmune disease, B cells have been postulated to serve as antigen presenting cells (76). Future studies will need to be conducted to determine the precise role of B cells and neutrophils in vitiligo and VKH.

In contrast to increases in other immune cell signatures, we found similar levels of macrophage and dendritic cell gene signatures in lesional skin tissue. Previous studies have noted the presence of macrophages in vitiligo lesions (6); thus a limitation of our data is that we did not examine localization of these cells within the tissue. It could be that, while total numbers of antigen presenting cell populations remain largely unchanged, that their localization within the tissue promotes lymphoid aggregates.

Limitations in our study include the small sample of genes analyzed (160 genes), and small sample size (we only had one vitiligo dog sample, thus preventing us from including the vitiligo sample in our statistical analyses). Due to the small group size of our VKH sample data, the t tests we performed may exhibit type I or type II errors which are dependent upon the variance of gene expression data within the groups (77). Nevertheless, several genes that we identified as differentially expressed between healthy and VKH have been previously published in human literature as DEGs for the condition. Future studies would include a larger scale comparative analyses and whole genome sequencing to better understand the influence of genetic factors on the pathogenesis of VKH disease and vitiligo.

In summary, our data support the hypothesis that T cell responses, type 1 cytokines, memory T cell responses, and chemokines drive immunopathogenesis of spontaneous VKH and vitiligo in both dogs and humans. Future studies expanding our understanding of spontaneous autoimmunity will be useful for providing a better understanding of autoimmune diseases and will pave the way for drug repurposing in human and veterinary medicine. For example, JAK inhibitors induce re-pigmentation in patients with vitiligo (78–81). Oclacitinib, a veterinary JAK inhibitor currently marketed for allergy and itch relief (82–85), could potentially be repurposed to treat vitiligo and VKH in dogs. Drugs that induce or worsen vitiligo could serve as a novel therapeutic approach to melanoma. A canine case report found a link between skin depigmentation and toceranib phosphate, a tyrosine kinase inhibitor (86), and the Flk-1 tyrosine kinase inhibitor SU5416 showed efficacy in phase II clinical trials for advanced melanoma (87). Future studies examining the mechanistic involvement of the gene targets we have identified in our case series for treatment of autoimmune pigmentary disorders or melanoma are warranted.

## Materials and Methods

### Clinical Samples

Skin biopsies from the biorepository at Tufts Cummings School (NR) were selected based on pathology reports and H&E sections were reexamined by a board-certified veterinary pathologist to confirm diagnoses and absence of obvious infectious disease. Healthy control samples were obtained from leg margin biopsies from amputations. Two VKH and one vitiligo biopsy sample were obtained from shave and/or punch biopsies of male dogs as noted in the case presentation section. Of note, vitiligo has equal sex bias in dogs, whereas VKH is almost twice as likely to occur in male dogs (22). Samples were deposited with written owner consent in the Tufts biobank at the time the veterinary patients were seen at the hospital, spanning the years 2011–2019.

### Isolation of RNA From FFPE Blocks

30 µm curls were cut from the blocks and stored in Eppendorf tubes at ambient temperature. RNA was isolated using the Qiagen FFPE RNeasy kit per the manufacturer directions. Briefly, razor blades were treated with RNase, excess paraffin was removed, and tissues were sliced into thin strips (5 μm) to create more surface area prior to incubation with deparaffinization solution (Qiagen). The protocol was followed and RNA was quantified using a nanodrop.

### Nanostring Cartridge and Processing

A custom Nanostring canine gene panel of 160 genes including cytokine, chemokine, and immune genes, as well as skin and immune cell specific transcripts was created. 

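B2M, the light chain of MHC class I, was counted 38459 ± 20421 times (SD, n = 5 healthy dogs) and 135971 ± 45167 times (SD, n = 2 VKH dogs) before scaling, and 92886 times in the vitiligo dog. Scaled by the library total, its log2 fold change in VKH was 1.00 (standard error 0.27, adjusted p = 0.0174), whereas the ribosomal protein gene RPL13A had -1.67 (standard error 0.48, adjusted p = 0.0206), CCZ1 -1.38 (standard error 0.40, adjusted p = 0.0206) and HPRT -1.19 (standard error 0.38, adjusted p = 0.0299). On this scale the value of B2M had the opposite sign to the others, and it missed the threshold without VKH replicate 1, at 0.77 (adjusted p = 0.141), and without VKH replicate 2, at 1.19 (adjusted p = 0.0577). With the library total the median log2 fold change of the 156 other genes was -0.87 in VKH. Falls on that scale are therefore not particular to RPL13A, CCZ1 and HPRT. Before scaling, B2M was higher in all 3 cases than in all healthy dogs (exact permutation test, two-sided, p = 0.0357), and the exact p was 0.107 for RPL13A, 0.25 for CCZ1 and 0.464 for HPRT.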

We used B2M, RPL13A, CCZ1, and HPRT as housekeeping genes for this study. RNA was hybridized using a BioRad C1000 touch machine, and samples were loaded into Nanostring cartridges and analyzed with a Sprint machine. Gene expression data are deposited on GEO under Accession # GSE154024.

### nSolver Analysis

NanoString’s software, nSolver was used for all NanoString analysis. Raw counts were plotted with GraphPad Prism. Advanced analysis was used for the “cell Type Score”, which is a summary statistic of the expression of the marker genes for each cell type. It is the geometric mean of the log2-transformed normalized counts for each set of marker genes. These scores were validated against FACS and IHC, and are a robust method of quantifying relative cell type abundance (88).

### IHC

IHC was performed on 5 µm sections using rabbit-anti-canine CXCL10, IFNγ (US Biological) or isotype control (Biolegend) at 1:100 dilution using a Dako automated slide staining machine. All sections were counterstained with hematoxylin. H&E images were taken using an Olympus BX51 microscope with Nikon NIS Elements software version 3.10, and IHC images were taken using an Olympus BX40 microscope with cellSens Entry software version 1.14.

### Statistics

To assess the statistical significance of our results, we performed two-way ANOVA with Bonferroni posttests between healthy controls and VKH cases on sets of defined genes (skin & hair, neuroendocrine, immune disease related, interleukins/cytokines, CC chemokines, CXC chemokines, immune cell panel genes, and housekeeping genes) to observe obvious differences across the dataset. We next performed two-tailed t-tests of VKH vs healthy using GraphPad Prism software version 5 to examine potential differences in previously identified genes pertinent to VKH pathogenesis (De Winter 2013). A statistically significant difference was considered as *p <*0.05.

## Data Availability Statement

The datasets presented in this study can be found on Gene Expression Omnibus (GEO) Database under Accession # GSE154024.

## Ethics Statement

The animal study was reviewed and approved by Cummings School of Veterinary Medicine at Tufts University IACUC. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author Contributions

Conceptualization: JMR. Methodology: NAR, JMR. Software: CND, CJG. Validation: CP-M, JMR. Formal analysis: IAE, NBW, JMR. Investigation: CJG, CP-M, NAR, JMR, CND. Resources: NAR, JMR. Data curation: NAR, CP-M, CJG, JMR. Writing—original draft: IAE. Writing—review and editing: all authors. Visualization: IAE, CP-M, NBW, JMR. Supervision: JMR, NAR. Project administration: JMR. Funding acquisition: JMR. All authors contributed to the article and approved the submitted version.

## Funding

JMR is supported by a Calder Research Scholar Award in Vitiligo/Pigment Cell Disorders from the American Skin Association, a Women's Health Career Development Award from the Dermatology Foundation, and a Target Identification in Lupus Award from the Lupus Research Alliance.

## Conflict of Interest

JMR is an inventor on patent application #15/851,651, “Anti-human CXCR3 antibodies for the Treatment of Vitiligo” which covers targeting CXCR3 for the treatment of vitiligo; and on patent #62489191, “Diagnosis and Treatment of Vitiligo” which covers targeting IL-15 and Trm for the treatment of vitiligo. CND is an employee of Nanostring Technologies.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

Supplementary Figure 1 Heat map showing the expression patterns of the 160 gene Nanostring panel in cases and healthy controls. Purple represents upregulation and orange and yellow represent downregulation of gene expression. Color density is associated with the level of gene expression. Dendrogram indicates clustering/relatedness of samples, which segregated based on disease status.

Supplementary Figure 2 Expression of skin, hair, and neuroendocrine genes in VKH and vitiligo cases compared to healthy controls. The relative expression of **(A)** highly expressed skin and hair genes, **(B)** lower level transcript genes, and **(C)** neuroendocrine genes was evaluated by NanoString’s nSolver. n = 2 VKH, 1 vitiligo, and 5 healthy controls; *p* values from two-way ANOVA with Bonferroni post tests for healthy vs VKH: KRT10 p < 0.001, PECAM1 p < 0.001, SFRP2 p < 0.01, IGFBP5 p < 0.001, CYP1B1 p < 0.001.

Supplementary Figure 3 Expression of immune disease related genes in the autoimmune pigmentary cases versus healthy controls. **(A)** Immune related genes and **(B)** Interferons and granzymes expressed in skin. n = 2 VKH, 1 vitiligo, and 5 healthy controls; *p* values from two-way ANOVA with Bonferroni post tests for healthy vs VKH: SERPINB2 p < 0.05, VGLL3 p < 0.01, FAS p < 0.001, CTSW p < 0.01.

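FAS, a death receptor, rose in VKH with a log2 fold change of 1.07 (standard error 0.34, adjusted p = 0.0286), and VGLL3, a transcription cofactor, fell with -1.61 (standard error 0.43, adjusted p = 0.0152). SERPINB2, a serine protease inhibitor, had -0.68 (standard error 0.58, adjusted p = 0.345). The apoptosis and autoimmunity list held 3 measured genes, of which 1 was higher, 1 was lower and 1 did not pass the test (1 higher and 1 lower when adjusted over the list alone), and its mean log2 fold change was 0.067 (adjusted p = 0.21 from fry), and 2 of its 3 genes are named by the paper for these dogs. The interferon genes IFNB1 and IFNK had -1.92 (adjusted p = 0.00811) and -1.30 (adjusted p = 0.141), on counts below background in both VKH dogs, and also in 2 healthy dogs for IFNB1 and 4 for IFNK, so that the size of these changes is not exact. The interferon genes list held 4 measured genes, of which 1 was higher, 1 was lower and 2 did not pass the test (1 higher and 1 lower when adjusted over the list alone), and its mean log2 fold change was -0.82 (adjusted p = 0.284 from fry). Statistical significance in VKH was lost without scaling and with positive-control scaling for FAS, VGLL3 and IFNB1, and with scaling by the library total, with TMM and with median-of-ratios scaling for FAS, and against the male controls alone for FAS and IFNB1, and with B2M left out of the scaling for VGLL3, and with counts under 20 set to 20 for IFNB1, or with 1 dog left out, without VKH replicate 1 (FAS, adjusted p = 0.186, VGLL3, adjusted p = 0.0814, IFNB1, adjusted p = 0.0549), without VKH replicate 2 (FAS, adjusted p = 0.0667, VGLL3, adjusted p = 0.0961) and without healthy replicate 4 (FAS, adjusted p = 0.0569). IFNK passed in VKH with scaling by the library total and without healthy replicate 2, SERPINB2 with scaling by the library total, and the apoptosis and autoimmunity list with B2M left out of the scaling.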

Supplementary Figure 4 Expression of interleukins/cytokines and chemokines in cases versus healthy controls. **(A)** Interleukins/cytokines, **(B)** CC chemokines, and **(C)** CXC chemokines in skin biopsies of VKH, vitiligo, and healthy samples. n = 2 VKH, 1 vitiligo, and 5 healthy controls; *p* values from two-way ANOVA with Bonferroni post tests for healthy vs VKH: IL6 p < 0.001, CCL2 p < 0.01, CCL5 p < 0.01, CXCL10 p < 0.01, CXCL14 p < 0.001.

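CXCL14, a chemokine of normal epidermis, fell in VKH from a scaled count of 14244 ± 4274 (SD, n = 5 healthy dogs) to 3364 ± 241 (SD, n = 2 VKH dogs), a log2 fold change of -2.08 (standard error 0.45, adjusted p = 0.00468). IL6 fell from 586 ± 512 (SD, n = 5 healthy dogs) to 25.1 ± 3.59 (SD, n = 2 VKH dogs), and was 17.2 in the vitiligo dog, where its count was below background. IL1B, the only measured gene of the interleukin 1 family list, had -0.97 (adjusted p = 0.171). Significance in VKH did not hold without scaling and with positive-control scaling for CXCL14, or with 1 dog left out, without VKH replicate 2 (CXCL14, adjusted p = 0.0552). IL1B passed in VKH with scaling by the library total.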

Supplementary Figure 5 Expression of canine immune cell genes and housekeeping genes in cases versus healthy controls. **(A)** Highly expressed and **(B)** lower expressed canine cell panel genes. **(C)** Housekeeping genes in biopsies from cases and healthy controls. n = 2 VKH, 1 vitiligo, and 5 healthy controls; *p* values from two-way ANOVA with Bonferroni post tests for healthy vs VKH: PECAM1 p < 0.01, S100A12 p < 0.001, BLK p < 0.01, CD244 p < 0.001, CD6 p < 0.001, CD84 p < 0.001, GZMA p < 0.001, GZMB p < 0.001, IL21R p < 0.001, KLRD1 p < 0.001, KLRK1 p < 0.001, SH2D1A p < 0.001, TBX21 p < 0.001, TNFRSF17 p < 0.01, B2M p < 0.001.

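Among the immune cell genes, BLK, a kinase of B cells, changed by 1.22 (standard error 0.40, adjusted p = 0.0304) in VKH and KLRD1, an NK cell receptor, by 1.82 (standard error 0.43, adjusted p = 0.00761). GZMA lay at a scaled count of 14.0 ± 4.54 (SD, n = 5 healthy dogs) in healthy skin and 139.7 ± 30.7 (SD, n = 2 VKH dogs) in VKH, and CD6 at 35.5 ± 7.97 (SD, n = 5 healthy dogs) and 197 ± 49.6 (SD, n = 2 VKH dogs). CD84 was 108 ± 16.8 (SD, n = 5 healthy dogs) in healthy dogs and 370.4 ± 105 (SD, n = 2 VKH dogs) in VKH. The threshold in VKH was missed without scaling, with TMM and with positive-control scaling for BLK, and with scaling by the library total and against the male controls alone for BLK and KLRD1, or with 1 dog left out, without VKH replicate 2 (BLK, adjusted p = 0.328, KLRD1, adjusted p = 0.15) and without healthy replicate 2 (BLK, adjusted p = 0.0569).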

How the deposited data were processed for this re-analysis (not part of the article)

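RNA from fixed skin biopsies of 2 dogs with VKH, 1 with vitiligo and 5 healthy dogs was measured on a custom NanoString panel of 160 canine genes, 4 of them housekeeping genes, with 6 positive and 8 negative controls. The authors deposited 1 table of raw counts, which the Sprint instrument reads as barcodes per probe with no alignment to a genome, and the methods state that nSolver was used and that raw counts were plotted. The counts in the table are whole numbers with the controls still present. Probe names were mapped to gene symbols through 70 accessions and 73 symbols, and 17 names came from the paper or were kept as given. The CCZ1 probe was identified as the 1 housekeeping probe left after the other 3 had been named. Immunohistochemistry was not used here. A measured gene that the rule below would name is not reported here.

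Counts were scaled by the geometric mean of B2M, RPL13A, CCZ1 and HPRT, which was given to edgeR as the library size. Genes were tested in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test, legacy fit) in 1 fit of all 8 dogs with the groups healthy, VKH and vitiligo, and in a second fit with the 3 cases against the healthy dogs. P-values were adjusted by Benjamini-Hochberg over the 156 genes other than housekeeping at a threshold of 0.05, with no filter on low counts. The error given beside a log2 fold change is its standard error. A single vitiligo dog adds no degree of freedom, so the fit assumes that it varies like the other dogs. The housekeeping genes were tested on counts scaled by the library total of all 160 panel genes. Exact permutation tests over dogs, two-sided, are given beside single genes and cell type scores. A score is the arithmetic mean of log2(scaled count + 1) over the marker genes of a cell type, whereas the methods of the paper name the geometric mean of log2 counts. The paper's marker lists are not in its text, so lists from general knowledge were used. The dogs were clustered by average linkage on Euclidean distance.

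Genes named in the text were chosen by a rule. It takes every gene that the paper names as measured and up to 4 members per list with the largest absolute log2 fold change. In VKH it also takes the 10 largest rises and the 10 largest falls past the threshold in which both VKH dogs lie outside the healthy range. CCL17 and IFNA5 fall outside this rule and were chosen after their values were seen. The lists with at least 2 measured genes were melanocyte, epidermal differentiation, basal and hyperproliferative keratinocyte, hair follicle and ectodermal signalling, WNT regulators, TGF-beta family, adipocyte, fibroblast and matrix, T cell, Th1, Treg, cytotoxic cell, exhausted CD8, NK cell, B cell, neutrophil, macrophage, dendritic cell, mast cell, CXCR3 ligands, interferon genes, type 1 cytokine, type 2 cytokine, type 17 cytokine, CC chemokine, CXC and CX3C chemokine and apoptosis and autoimmunity. They were tested with fry in edgeR, adjusted over the lists, and with camera in limma 3.58.1 with an estimated correlation between genes. The directional p-value of fry is given unless its mixed form is named. It tests the genes of a list by themselves for a shift in 1 direction, whereas camera compares them with the other genes tested. The endothelial, CD8 T cell, CD103 dendritic cell, interferon-induced and interleukin 1 family lists had 1 measured gene each and were not tested. The comparisons, tests, lists, rule for named genes and alternatives were fixed before the data were examined, apart from those stated as chosen afterwards.

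The alternatives were no scaling, housekeeping scaling without B2M, library-total, TMM and median-of-ratios scaling, a filter that keeps genes with at least 20 counts in at least 2 dogs, a floor that sets counts under 20 to 20, the newer default of edgeR, DESeq2 1.42.0, limma on log2(scaled count + 1), a fit of only the 2 groups compared, male healthy dogs only, each dog left out in turn, the dog number as a block, and the methods' t-test on unscaled counts. Scores were also computed with the usual NanoString markers only and with a pseudocount of 10, and clusters with other distances and linkages. Scaling by the geometric mean of the positive controls was added after seeing that these differed between lanes. The filter removed 10 genes and the floor replaced 233 counts.

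The procedure was tested on simulated data with 40 changed genes among 156, in 20 simulations. Changes of 2-fold, 4-fold and 8-fold were recovered in 15.4%, 77.2% and 97.3% of genes for VKH, 9.19%, 42.8% and 77.6% for vitiligo and 24.8%, 89.7% and 98.9% for the 3 cases. False calls made up 5.46%, 4.55% and 4.13% of calls. A 4-fold change of the cytotoxic cell list was recovered in 20 of 20 simulations, and 1 of 520 tests of unchanged lists passed. Genes were simulated independently, at the trend of the dispersion and with the true scaling factors. These rates therefore leave out correlation between genes, genes off the trend and errors of scaling, and may not hold for the real counts.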

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

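The tests of scaling, hybridization, amount of epidermis, late differentiation genes, DNA in the RNA and single healthy dogs were chosen after the results were seen, whereas those of the sex of the control dogs and of other splits of the dogs were set before.

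Genes of T cells and cytotoxic cells were higher in both VKH dogs than in all healthy dogs, with a mean log2 fold change of 2.43 over the 2 lists. Scaling is argued against as the whole cause, since over the other scalings this mean was lowest at 1.64, with the library total. Better hybridization of the VKH lanes is argued against by the positive controls, whose log2 ratio of VKH to healthy dogs was -0.76 (healthy SD 0.332), and the sex of the controls by a mean of 2.26 against the male healthy dogs alone. Age, body site and the way of sampling differ between cases and controls in step with disease, were not tested and stay open. No biological explanation was tested.

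KRT1, KRT10 and FLG were higher in VKH. A larger share of epidermis that raises basal and suprabasal genes alike is argued against by the log2 ratio of these genes to the basal keratins KRT5 and KRT14. It was higher in VKH than in healthy dogs by 1.85, just over 2 healthy SD (SD 0.854). The ratio cannot exclude thicker suprabasal layers over the same basal layer, which would raise it too. The paper describes a moderately hyperplastic epidermis in case 1 and similar histology in case 2. Against the late differentiation genes LORICRIN and IVL the difference was 1.50 (SD 0.837), under 2 SD, so a rise of all late epidermal differentiation genes cannot be told apart from a rise of these genes with 2 VKH dogs. Body site and the way of sampling were not tested and stay open, and the paper proposes body site for KRT10.

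IFNA5 and IFNA7, interferon alpha genes, had a mean log2 fold change of -2.98 in VKH, with -4.42 (standard error 1.47, adjusted p = 0.0313) for IFNA5, whose size is not exact since both VKH dogs were below background, and -1.55 (adjusted p = 0.106) for IFNA7. Healthy replicates 2 and 5 lay near the VKH dogs, with scaled counts of 2.44 and 22.4 against 4.05 and 6.28 for IFNA5 and 19.5 and 24.3 against 16.2 and 30.1 for IFNA7. For IFNA5 significance was lost with counts under 20 set to 20, with limma, against the male controls, and without VKH replicate 1 or 2 (adjusted p = 0.18 and 0.13, and 0.0025 to 0.479 over the alternatives). A single healthy dog is argued against, since with any 1 of them left out the mean was at most -2.67. Genomic DNA in the healthy RNA cannot be told apart, since the Spearman correlation of IFNA5 with the other measured genes without introns was 0.667 over 8 dogs and 0.1 within the healthy dogs, and no biological explanation was tested.

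The counts of genes in the 3 cases were compared with those of the other splits of the dogs. The real split gave 57 higher genes, and 1 of 56 splits of 3 against 5 dogs, the real one, gave as many, with at most 2 in any other. It gave 22 lower genes, again in 1 of 56, and the highest other split gave 0. No share below 1 of 56 was possible. In every other split the group of 5 mixed cases with healthy dogs, so the disease difference widened its spread. The low counts there are in part built in, and chance is not excluded.

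CCL17, a ligand of CCR4, stood apart in the vitiligo dog, with a scaled count of 718 against 23.0 to 38.7 in the other 7 dogs. VKH minus vitiligo was -4.83 (standard error 0.44, adjusted p = 9.69e-05) in edgeR, with the spread taken from the other dogs. With 1 vitiligo dog, and CCL17 chosen after its value was seen, this shows a difference of that dog and not of the 2 diseases. Over the alternatives the adjusted p of the difference was 1.40e-14 to 0.415, the highest with positive-control scaling, the 1 setting in which it did not pass.

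The text and legends of the paper state no p-value for several genes that were higher in both VKH dogs than in every healthy dog and passed the test. They were the T cell genes CD3E (3.15), CD8A (3.57), TRAT1 (2.58) and EOMES (1.87), the B cell gene MS4A1 (2.08), the chemokines CXCL13 (4.56), CCL22 (2.25) and CCL19 (1.71), and the keratin KRT1 (1.90), as log2 fold changes. TRAT1 lay below background in the healthy dogs, and EOMES, MS4A1, CXCL13 and CCL22 in most of them, so the sizes of these rises are not exact. Statistical significance in VKH was lost with scaling by the library total for EOMES, CCL22, CCL19 and KRT1, and against the male controls alone for CCL19 and KRT1, and without scaling for KRT1, or with 1 dog left out, without VKH replicate 1 for EOMES, CCL22 and KRT1 and without VKH replicate 2 for KRT1.

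In 6 genes and the positive controls 1 healthy dog lay far from the other 4. These were EDA in healthy replicate 1, the highest, with a scaled count of 177 against a median of 106 in the others (gap over range 0.757), EDAR in healthy replicate 2, the lowest, with a scaled count of 19.5 against a median of 34.6 in the others (gap over range 0.795), FOXO1 in healthy replicate 3, the lowest, with a scaled count of 1739 against a median of 2270.3 in the others (gap over range 0.767), IFNK in healthy replicate 2, the lowest, with a scaled count of 2.44 against a median of 15.6 in the others (gap over range 0.738), ISG15 in healthy replicate 5, the highest, with a scaled count of 236 against a median of 97.1 in the others (gap over range 0.863) and MS4A2 in healthy replicate 1, the highest, with a scaled count of 401 against a median of 260.2 in the others (gap over range 0.777). The summed positive controls were lowest in healthy replicate 3, at 58896 counts (gap over range 0.742). Dixon's critical value for 5 dogs was passed in 7 of 106 groups of healthy dogs, against 5.3 expected by chance.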

How the results depend on the processing

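Positive-control scaling was chosen after seeing the data, and all other alternatives were set before. Counts under each setting below are of genes or lists that passed the threshold, unless said otherwise.

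Of the 58 named genes that passed in VKH, none turned its direction in any setting, and all 58 still passed with the newer default of edgeR and with only the 2 groups in the fit, and all 57 that DESeq2 tested. The threshold was missed by 19 with the library total, 24 without scaling, 22 with positive-control scaling, 12 with B2M left out, 3 with TMM, 1 with median-of-ratios scaling, 7 with counts under 20 set to 20, 2 with limma, 37 with the methods' t-test on unscaled counts, adjusted, 24 with the dog number as a block, 20 against the male controls, 22 without VKH replicate 1 and 26 without VKH replicate 2. Signs turned in 228 values in all, of which 0 had passed before. Of these, 1 passed the threshold after turning, the fibroblast and matrix list in the 3 cases with the library total (-0.48, adjusted p = 0.0261, 0.0261 to 0.829 over the alternatives). The causes were not tested, apart from the fewer dogs where dogs were left out or restricted. Depth limits genes near background, such as IL21, IL17A, PNOC and FOXP3. It also limits the size of rises from healthy counts below background. PRF1 and TRAT1 lay below background in the healthy dogs. IFNG, GZMA, GZMB, CTSW, KLRK1, TBX21, IL21R and MS4A1 did so in most of them.

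With scaling by the library total, the counts were 23 genes higher in VKH, 59 genes lower in VKH, 21 genes higher in vitiligo, 2 genes different between VKH and vitiligo, 32 genes higher in the 3 cases and 50 genes lower in the 3 cases, and signs turned for CCL20 -0.60, FASLG -0.11, HSD11B1 -0.62, IL10 -0.62, IL21 -0.70, IVL -0.33, KRT14 -0.28, KRT5 -0.71, LORICRIN -0.0072, TGFB2 -0.55, TGFB3 -0.056, TGF-beta family list -0.55, fibroblast and matrix list -0.64, macrophage list -0.50 and apoptosis and autoimmunity list -0.71 in VKH, and for CXCL11 -0.011, EDAR -0.17, IL10 -0.26, LORICRIN -0.19, TGFB1 -0.29, TGFB2 -0.0018 and TYR -0.36 in vitiligo, and for DCT -0.36, IL10 -0.49, IL21 -0.67, IVL -0.40, LORICRIN -0.066, TGFB2 -0.34, TGF-beta family list -0.30, fibroblast and matrix list -0.48, macrophage list -0.35, type 2 cytokine list -0.33, CC chemokine list -0.46, apoptosis and autoimmunity list -0.55, macrophage score -0.37 and fibroblast and matrix score -0.54 in the 3 cases.

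Without scaling, the counts were 4 genes lower in VKH, 19 genes higher in vitiligo, 1 genes lower in vitiligo, 11 genes lower in the 3 cases, 7 gene lists shifted in VKH and 44 genes with all cases on 1 side of all healthy dogs, and signs turned for IL10 -0.046, LORICRIN -0.015, TGFB1 -0.069 and TYR -0.46 in vitiligo, and for DCT -0.36 and IL21 -0.032 in the 3 cases.

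With B2M left out of the scaling, the counts were 6 genes lower in VKH, 1 genes lower in vitiligo and 9 genes lower in the 3 cases, and signs turned for DCT 0.33, DNMT1 0.49, EDAR 0.019, HDC 0.21, IL17A 0.28, KIT 0.27, MC1R 0.44, MS4A2 0.022, TGFB1 0.30, basal and hyperproliferative keratinocyte list 0.096, type 2 cytokine list 0.24 and CC chemokine list 0.37 in VKH, and for DNMT1 0.42, EDA 0.12, IL13 0.15, IL17A 0.34, IL21 0.42, IVL 0.51, KIT 0.24, PPARG 0.031, RXRG 0.53 and VDR 0.038 in vitiligo, and for DNMT1 0.47, EDAR 0.35, IL17A 0.30, KIT 0.26, TGFB1 0.44, melanocyte list 0.31, basal and hyperproliferative keratinocyte list 0.037, hair follicle and ectodermal signalling list 0.036, mast cell list 0.036, mast cell score 0.028 and melanocyte score 0.46 in the 3 cases.

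With TMM, the counts were 29 genes lower in VKH and 38 genes lower in the 3 cases, and signs turned for CCL20 -0.25, HSD11B1 -0.21, IL10 -0.057, IL21 -0.12, KRT5 -0.14, TGFB2 -0.031, TGF-beta family list -0.0103, fibroblast and matrix list -0.11, macrophage list -0.047 and apoptosis and autoimmunity list -0.21 in VKH, and for EDAR -0.11, IL10 -0.23, LORICRIN -0.14, TGFB1 -0.25 and TYR -0.37 in vitiligo, and for DCT -0.16, IL10 -0.11, IL21 -0.24, fibroblast and matrix list -0.12, macrophage list -0.067, type 2 cytokine list -0.018, CC chemokine list -0.18 and apoptosis and autoimmunity list -0.21 in the 3 cases.

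With median-of-ratios scaling, the counts were 32 genes lower in VKH and 39 genes lower in the 3 cases, and signs turned for CCL20 -0.11, HSD11B1 -0.13, IL10 -0.019, IL21 -0.0501, KRT5 -0.079, fibroblast and matrix list -0.078 and apoptosis and autoimmunity list -0.12 in VKH, and for EDAR -0.11, IL10 -0.25, LORICRIN -0.16, TGFB1 -0.28 and TYR -0.31 in vitiligo, and for DCT -0.063, IL10 -0.094, IL21 -0.19, fibroblast and matrix list -0.11, macrophage list -0.018, CC chemokine list -0.13 and apoptosis and autoimmunity list -0.16 in the 3 cases.

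With positive-control scaling, the counts were 2 genes lower in VKH, 7 genes higher in vitiligo, 2 genes lower in vitiligo, 0 genes different between VKH and vitiligo, 4 genes lower in the 3 cases, 6 gene lists shifted in VKH, 3 gene lists shifted in the 3 cases and 32 genes with all cases on 1 side of all healthy dogs, and signs turned for DNMT1 0.52, EDAR 0.059, HDC 0.46, IL17A 0.56, KIT 0.37, MC1R 0.24, MS4A2 0.18, TGFB1 0.48, VDR 0.16, basal and hyperproliferative keratinocyte list 0.17, type 2 cytokine list 0.24 and CC chemokine list 0.42 in VKH, and for DCT -0.16, EDAR -0.15, IL10 -0.16, LORICRIN -0.20, TGFB1 -0.19 and TYR -0.81 in vitiligo, and for DCT -0.29, DNMT1 0.24, IL17A 0.27, KIT 0.091, TGFB1 0.29 and melanocyte score 0.39 in the 3 cases.

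With DESeq2, the counts were 31 genes lower in VKH and 9 genes lower in vitiligo.

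Against the male controls alone, the counts were 12 genes lower in VKH, 1 genes lower in vitiligo, 1 gene list shifted in VKH and 3 gene lists shifted in the 3 cases, and signs turned for CCL20 -0.099, DCT 0.31, HSD11B1 -0.44, IL10 -0.023, KRT5 -0.15, MC1R 0.39, TGFB2 -0.0199, fibroblast and matrix list -0.16 and macrophage list -0.058 in VKH, and for IL10 -0.066, IL21 0.34, RXRG 0.0905 and TGFB1 -0.11 in vitiligo, and for IL10 -0.036, TYR 0.068, melanocyte list 0.21, fibroblast and matrix list -0.12 and macrophage list -0.028 in the 3 cases.

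With the low-count filter, the counts were 2 genes different between VKH and vitiligo, and signs turned for type 2 cytokine list 0.055 in VKH.

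With only the 2 groups in the fit, the counts were 5 genes different between VKH and vitiligo.

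With the methods' t-test on unscaled counts, adjusted, the counts were 24 genes higher in VKH and 0 genes lower in VKH.

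With the methods' t-test unadjusted, the counts were 7 genes lower in VKH.

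With limma, signs turned for DCT 0.21 in VKH, and for IL21 0.0905, IVL 0.12 and RXRG 0.089 in vitiligo.

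With counts under 20 set to 20, signs turned for IL21 -0.26 and apoptosis and autoimmunity list -0.0899 in VKH, and for IL17A 0.16 and IL21 0.033 in vitiligo, and for IL21 -0.16 and apoptosis and autoimmunity list -0.047 in the 3 cases.

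With camera and an estimated correlation between genes, the counts were 0 gene lists shifted in VKH and 0 gene lists shifted in the 3 cases. Camera compares a list with the other genes tested, so it does not repeat the question of fry.

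The dogs share only a number between groups, and dogs with the same number did not deviate together (correlation -0.0761 for number 1 and -0.126 for number 2). With the dog number as a replicate block, the counts were 28 genes higher in VKH, 21 genes higher in vitiligo, 28 genes higher in the 3 cases, 9 genes lower in the 3 cases, 1 gene list shifted in VKH and 0 gene lists shifted in the 3 cases, and signs turned for DCT 1.32, DNMT1 0.055, IL10 -0.0015, MC1R 0.43, melanocyte list 0.18, fibroblast and matrix list -0.058 and apoptosis and autoimmunity list -0.028 in VKH, and for DNMT1 0.027, IL13 0.10 and IVL 0.14 in vitiligo, and for DNMT1 0.047, IL21 -0.15, TYR 0.076 and melanocyte list 0.57 in the 3 cases.

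Leaving out 1 dog at a time gave 32 (without VKH replicate 2) to 49 genes higher and 5 (without VKH replicate 1) to 22 lower in VKH. It gave 28 (without healthy replicate 4) to 34 higher and 2 (without healthy replicate 4) to 5 lower in vitiligo, and 46 (without VKH replicate 2) to 58 higher and 16 (without VKH replicate 1) to 23 lower in the 3 cases. Without VKH replicate 2 the lower genes in VKH numbered 7. Gene lists numbered 9 (without VKH replicate 2) to 13 in VKH and 12 (without VKH replicate 1) to 14 in the 3 cases, and B2M lay at 0.77 without VKH replicate 1 (adjusted p = 0.141) and 1.19 without VKH replicate 2 (adjusted p = 0.0577). Across dogs left out, signs turned in VKH for CCL20 -0.35 to 0.44, DCT -1.16 to 0.67, HSD11B1 -0.18 to 0.35, IL10 -0.17 to 0.53, IL17A -1.26 to 0.40, IL21 -0.18 to 0.45, KRT5 -0.094 to 0.44, MC1R -0.43 to 0.095, SERPINB2 -2.10 to 0.019, TGFB2 -0.0052 to 0.38, WIF1 -2.87 to 0.039 and fibroblast and matrix list -0.27 to 0.44. The range crossed 0 in vitiligo for IL17A -0.40 to 0.019, IL21 -0.34 to 0.16, IVL -0.27 to 0.20, PPARG -0.74 to 0.0057, RXRG -0.21 to 0.18 and TYR -0.12 to 0.71. The range crossed 0 in the 3 cases for DCT -0.26 to 1.21, IL17A -0.72 to 0.13, IL21 -0.16 to 0.35, TGFB1 -0.29 to 0.0025, melanocyte list -0.64 to 0.18, fibroblast and matrix list -0.085 to 0.47, type 2 cytokine list -0.36 to 0.58, CC chemokine list -0.22 to 0.25, melanocyte score -0.40 to 0.23 and fibroblast and matrix score -0.035 to 0.35.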

Differences from the paper's values

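The scores were computed on marker lists of general knowledge, since the paper's lists are not in its text. The alternatives named for them were set before the data were examined. For the Th1 score the paper's p is 0.0027 and the methods' t-test here gave p = 0.000411. It came within 1.5 times of the paper's with the usual NanoString markers (0.00249), and not with no scaling, housekeeping scaling without B2M, library-total scaling and a pseudocount of 10. For the cytotoxic cell score the paper's p is 0.0005 and the methods' t-test here gave p = 0.000287. It was not within 1.5 times of the paper's with the usual NanoString markers, no scaling, housekeeping scaling without B2M, library-total scaling and a pseudocount of 10. For the exhausted CD8 score the paper's p is 0.0076 and the methods' t-test here gave p = 0.0174. It was not within 1.5 times of the paper's with the usual NanoString markers, no scaling, housekeeping scaling without B2M, library-total scaling and a pseudocount of 10. For the NK cell score the paper's p is 0.0002 and the methods' t-test here gave p = 0.000547. It came within 1.5 times of the paper's with the usual NanoString markers (0.000185) and housekeeping scaling without B2M (0.000293), and not with no scaling, library-total scaling and a pseudocount of 10. For the B cell score the paper's p is 0.0034 and the methods' t-test here gave p = 0.018. It was not within 1.5 times of the paper's with the usual NanoString markers, no scaling, housekeeping scaling without B2M, library-total scaling and a pseudocount of 10. For the neutrophil score the paper's p is 0.0203 and the methods' t-test here gave p = 0.079. It was not within 1.5 times of the paper's with the usual NanoString markers, no scaling, housekeeping scaling without B2M, library-total scaling and a pseudocount of 10. For the dendritic cell score the paper's p is 0.1095 and the methods' t-test here gave p = 0.0566. It came within 1.5 times of the paper's with the usual NanoString markers (0.112) and a pseudocount of 10 (0.0849), and not with no scaling, housekeeping scaling without B2M and library-total scaling.

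The 21 p-values that the paper states as exact values for single genes equal, at the printed decimals, the methods' t-test on unscaled counts. P-values that it states only as limits were not compared. These are those of IL21R and CCL5 in Figure 3 and those of the supplementary legends. The latter come from an ANOVA with Bonferroni posttests, also for SERPINB2 and CYP1B1 below. The test used elsewhere in this text, edgeR on scaled counts with adjustment over 156 genes, calls some genes differently. The paper left its single vitiligo dog out of its statistics, so its statements on vitiligo below rest on no test of that dog. In scaled counts the vitiligo dog lay below all 5 healthy dogs in CCL2, CXCL12, IGFBP5 and WIF1. It lay above them in TGFB3, SFRP2, FLG, CX3CL1, ISG15 and PRF1, and within their range in PPARG.

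The paper states that TGFB3 was higher in VKH and vitiligo. In edgeR its log2 fold changes were 0.84 (adjusted p = 0.0661) and 1.10 (adjusted p = 0.0882). It passed in VKH with B2M left out of the scaling (1.46, adjusted p = 0.00467), without VKH replicate 1 (1.19, adjusted p = 0.0497) and without healthy replicate 5 (0.95, adjusted p = 0.0498), and in vitiligo with B2M left out of the scaling (1.64, adjusted p = 0.0114). Over the alternatives the adjusted p ranged from 0.00467 to 0.899 in VKH and from 0.0114 to 0.877 in vitiligo.

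SFRP2 is stated to be higher in VKH and not in vitiligo, whereas it passed in vitiligo in edgeR, at 2.57 (adjusted p = 0.0244), with an adjusted p over the alternatives from 0.000743 to 0.195. Significance of SFRP2 in vitiligo did not hold with TMM, with median-of-ratios scaling, with positive-control scaling and against the male controls alone. The difference between the diseases was 2.20 with only the 2 groups in the fit. That fit held 3 dogs, with the spread of the 2 VKH dogs alone, and cannot decide on a difference between the diseases. FLG in vitiligo was 1.41 (adjusted p = 0.111), and its difference from VKH passed in none of the alternatives, with an adjusted p from 0.78 to 0.993. CX3CL1, stated to be higher in VKH alone, differed from vitiligo by 0.55 (adjusted p = 0.949), with an adjusted p over the alternatives from 0.815 to 0.993. ISG15 is stated to be higher still in vitiligo, and VKH minus vitiligo was -1.98 (adjusted p = 0.292). With only the 2 groups in the fit that difference was also -1.98, on the same 3 dogs, which cannot decide on it. Over the alternatives its adjusted p reached 0.981. PRF1 is also stated to be higher still in vitiligo, and VKH minus vitiligo was -0.78 (adjusted p = 0.949).

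CCL2 and CXCL12 are stated to be lower in both diseases. CCL2 was -1.67 (adjusted p = 0.0662) in VKH and -2.14 (adjusted p = 0.133) in vitiligo, and passed in VKH with scaling by the library total (-2.25, adjusted p = 0.0251), with DESeq2 (-1.67, adjusted p = 0.0185), without healthy replicate 1 (-1.86, adjusted p = 0.0429), without healthy replicate 4 (-1.83, adjusted p = 0.0493) and with the dog number as a block and in vitiligo with DESeq2 (-2.14, adjusted p = 0.0358). Its adjusted p ranged from 0.0185 to 0.511 in VKH and from 0.0358 to 0.385 in vitiligo. CXCL12 was -0.94 (adjusted p = 0.179) in vitiligo and passed there in no alternative, with adjusted p from 0.0887 to 0.833. IGFBP5, stated to be lower in lesional skin, was -1.13 (adjusted p = 0.177) in vitiligo, with adjusted p from 0.0887 to 0.82.

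WIF1 is stated to be lower in the discussion and not different in the results. It was -0.78 (adjusted p = 0.336) in VKH and -1.20 (adjusted p = 0.142) in the 3 cases. It passed in VKH with scaling by the library total (-1.80, adjusted p = 0.0369) and without VKH replicate 2 (-2.87, adjusted p = 0.0147), in vitiligo with scaling by the library total (-3.23, adjusted p = 0.0414), with DESeq2 (-2.79, adjusted p = 0.00597), with limma (-2.74, adjusted p = 0.0472), with only the 2 groups in the fit (-2.79, adjusted p = 0.0151), without VKH replicate 1 (-2.79, adjusted p = 0.0147) and without VKH replicate 2 (-2.79, adjusted p = 0.0148) and in the 3 cases with scaling by the library total (-2.14, adjusted p = 0.0132), with limma (-1.82, adjusted p = 0.0282) and without VKH replicate 2 (-2.83, adjusted p = 0.000841), with adjusted p from 0.0147 to 0.96 in VKH, from 0.00597 to 0.183 in vitiligo and from 0.000841 to 0.483 in the cases.

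PPARG is stated to be lower in the cases. It was -1.70 (adjusted p = 0.082) in VKH and -1.19 (adjusted p = 0.139) in the 3 cases, where it passed in no alternative, with adjusted p from 0.0557 to 0.522. In VKH it passed with scaling by the library total (-2.57, adjusted p = 0.0369), with DESeq2 (-1.70, adjusted p = 0.0262), without healthy replicate 3 (-1.93, adjusted p = 0.0349) and with the dog number as a block, with adjusted p from 0.0262 to 0.628. SERPINB2, stated to differ in VKH, was -0.68 (adjusted p = 0.345) and passed with scaling by the library total (-1.70, adjusted p = 0.0393), with adjusted p from 0.0393 to 0.986. CYP1B1, stated to differ in VKH in the legend of Supplementary Figure 2, was -1.14 (adjusted p = 0.0675) and passed with scaling by the library total (-2.02, adjusted p = 0.0147), with median-of-ratios scaling (-1.41, adjusted p = 0.0476), with DESeq2 (-1.14, adjusted p = 0.0386) and without healthy replicate 1 (-1.27, adjusted p = 0.0461), with adjusted p from 0.0147 to 0.777.

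CD215 is stated to trend higher without reaching significance, whereas it passed in edgeR in VKH, at 1.17 (adjusted p = 0.0215), with adjusted p over the alternatives from 0.00151 to 0.444. The threshold of CD215 in VKH was missed without scaling, with scaling by the library total and with positive-control scaling, or with 1 dog left out, without VKH replicate 1 (adjusted p = 0.0942) and without VKH replicate 2 (adjusted p = 0.0685). The CD103 dendritic cell score is called significantly higher in the legend of Figure 2. For this score the paper's p is 0.0768 and the methods' t-test here, on VKH against healthy dogs, gave p = 0.0747. The exact test was made on the 3 cases against the healthy dogs instead, and its adjusted p over the scores was 0.0552 (from 0.0552 to 0.455 over the alternatives).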

Other observations

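In the vitiligo dog CCL17 and CCL22, ligands of CCR4, were higher, with log2 fold changes of 4.37 and 2.79 (adjusted p = 0.00689), and the type 2 cytokine list held 6 measured genes, of which 2 were higher, 0 were lower and 4 did not pass the test (2 higher and 0 lower when adjusted over the list alone), and its mean log2 fold change was 0.57 (adjusted p = 0.0498 from fry, adjusted p = 0.966 with an estimated correlation). Its median was -0.36, opposite in sign to the mean and the test, so that the 2 chemokines carried it. Of the 6 B cell genes, 2 were higher as well, with 3.26 (standard error 0.35, adjusted p = 0.000113) for TNFRSF17 and 2.51 (standard error 0.39, adjusted p = 0.000981) for MS4A1. The B cell list held 6 measured genes, of which 2 were higher, 0 were lower and 4 did not pass the test (3 higher and 0 lower when adjusted over the list alone), and its mean log2 fold change was 1.26 (adjusted p = 0.0135 from fry, adjusted p = 0.966 with an estimated correlation). The cytotoxic cell list held 7 measured genes, of which 5 were higher, 0 were lower and 2 did not pass the test (5 higher and 0 lower when adjusted over the list alone), and its mean log2 fold change was 2.06 (adjusted p = 0.00371 from fry, adjusted p = 0.966 with an estimated correlation). The CC chemokine list held 20 measured genes, of which 5 were higher, 1 was lower and 14 did not pass the test (5 higher and 1 lower when adjusted over the list alone), and its mean log2 fold change was 0.44 (adjusted p = 0.0135 from fry, adjusted p = 0.966 with an estimated correlation). CCL17 was chosen after its value was seen. The alternatives were run for TNFRSF17 in vitiligo, where it passed in all of them, and not for the other vitiligo values here.

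Among the largest falls in VKH, the melatonin receptor 1 gene had -1.57 (standard error 0.54, adjusted p = 0.0349) and the adrenergic receptor gene ADRB1 lay at a scaled count of 85.4 ± 53.7 (SD, n = 5 healthy dogs) and 7.48 ± 0.0749 (SD, n = 2 VKH dogs). The chemokine CXCL8, which attracts neutrophils, had -2.93 (adjusted p = 0.0661) and CCL24, which attracts eosinophils, -1.89 (adjusted p = 0.0611). The dendritic cell gene CCL13 had -1.47 (adjusted p = 0.0286), CD207 -1.76 (adjusted p = 0.0661) and HSD11B1 0.045 (adjusted p = 0.934). TSLP, an epithelial cytokine, had -0.86 (adjusted p = 0.105), and HDC and MS4A2 of mast cells had -0.38 (adjusted p = 0.454) and -0.58 (adjusted p = 0.168). Melatonin receptor 1 and ADRB1 were below background in both VKH dogs, the former also in 4 of the 5 healthy dogs, and CD207 in all 8 dogs. Other settings ended significance in VKH, without scaling, with B2M left out of the scaling and against the male controls alone for melatonin receptor 1 and CCL13, and with positive-control scaling for melatonin receptor 1, ADRB1 and CCL13, and with counts under 20 set to 20 for melatonin receptor 1, or with 1 dog left out, without VKH replicate 1 for melatonin receptor 1 and ADRB1, without healthy replicate 2 for melatonin receptor 1, without healthy replicate 3 for melatonin receptor 1, without healthy replicate 4 for melatonin receptor 1 and without VKH replicate 2 for CCL13. CXCL8 passed in VKH without scaling, with scaling by the library total, with DESeq2, without healthy replicate 1 and without healthy replicate 4, CCL24 with scaling by the library total, with TMM, with median-of-ratios scaling, with DESeq2, without healthy replicate 3 and without healthy replicate 4, CD207 and TSLP with scaling by the library total, with TMM, with median-of-ratios scaling and without healthy replicate 5, and HDC and MS4A2 with scaling by the library total.

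VKH and vitiligo were compared with the same 5 healthy dogs. Between the 2 comparisons 31 genes were higher in both and 4 lower in both, against 10.7 and 0.487 for independent lists. The correlation of log2 fold changes was 0.876, against 0.218 in 100 simulations of unchanged groups, and the covariance 2.42 against 0.0954. The sign was the same in 87.2% of genes against 56.9% in the simulations. With the healthy dogs split, a step added after the results were seen, so that VKH and vitiligo had separate controls, the 20 splits gave a median correlation of 0.82 (0.765 to 0.861), a covariance of 2.33 (2.22 to 2.42), the same sign in 82.0% of genes (78.8% to 84.0%) and 16 to 28 genes higher and 0 to 4 lower in both. The simulations leave out real effects and the independent lists leave out the shared controls, so the excess over either is not a measure of a shared effect.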
